# Brain transcriptome analysis of a CLN2 mouse model as a function of disease progression

**DOI:** 10.1186/s12974-021-02302-z

**Published:** 2021-11-08

**Authors:** Miriam S. Domowicz, Wen-Ching Chan, Patricia Claudio-Vázquez, Tatiana Gonzalez, Nancy B. Schwartz

**Keywords:** Neuronal ceroid lipofuscinoses, Transcriptome, Lysosomal tripeptidyl peptidase 1, Pediatric neurodegeneration, Neuroinflammation, Choroid plexus

## Abstract

**Background:**

Neuronal ceroid lipofuscinoses, (NCLs or Batten disease) are a group of inherited, early onset, fatal neurodegenerative diseases associated with mutations in 13 genes. All forms of the disease are characterized by lysosomal accumulation of fluorescent storage material, as well as profound neurodegeneration, but the relationship of the various genes’ function to a single biological process is not obvious. In this study, we used a well-characterized mouse model of classical late infantile NCL (cLINCL) in which the tripeptidyl peptidase 1 (*Tpp1*) gene is disrupted by gene targeting, resulting in loss of detectable TPP1 activity and leading to progressive neurological phenotypes including ataxia, increased motor deficiency, and early death.

**Methods:**

In order to identify genes and pathways that may contribute to progression of the neurodegenerative process, we analyzed forebrain/midbrain and cerebellar transcriptional differences at 1, 2, 3 and 4 months of age in control and TPP1-deficient mice by global RNA-sequencing.

**Results:**

Progressive neurodegenerative inflammatory responses involving microglia, astrocytes and endothelial cells were observed, accompanied by activation of leukocyte extravasation signals and upregulation of nitric oxide production and reactive oxygen species. Several astrocytic (i.e., *Gfap, C4b, Osmr, Serpina3n*) and microglial (i.e., *Ctss, Itgb2, Itgax, Lyz2*) genes were identified as strong markers for assessing disease progression as they showed increased levels of expression in vivo over time. Furthermore, transient increased expression of choroid plexus genes was observed at 2 months in the lateral and fourth ventricle, highlighting an early role for the choroid plexus and cerebrospinal fluid in the disease pathology. Based on these gene expression changes, we concluded that neuroinflammation starts, for the most part, after 2 months in the *Tpp1*^*−/−*^ brain and that activation of microglia and astrocytes occur more rapidly in cerebellum than in the rest of the brain; confirming increased severity of inflammation in this region.

**Conclusions:**

These findings have led to a better understanding of cLINCL pathological onset and progression, which may aid in development of future therapeutic treatments for this disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-021-02302-z.

## Background

Neuronal ceroid lipofuscinoses (NCLs) are among the most common pediatric neurodegenerative diseases, causing progressive visual deterioration, intellectual and motor decline, epilepsy, ataxia, spasticity, and premature death. NCL incidence is estimated at 2–4 of 100,000 live births [1, 2] and usually is due to autosomal recessive mutations in genes implicated in the lysosomal pathway (13 genes to date) [3, 4]. Thus, they are classified as lysosomal storage disorders, are pathologically distinguished by unique intracellular fluorescent protein/lipid aggregates consisting of lipofuscin and the different forms are morphologically distinct at the electron microscopy level [3, 5].

Among NCL disorders, CLN2, also known as classical late infantile neuronal ceroid lipofuscinosis (cLINCL), is caused by mutations in the *TPP1* gene which encodes the lysosomal protease Tripeptidyl peptidase 1 (*TPP1*). The disorder is usually diagnosed between 2 and 4 years of age with onset of seizures and /or ataxia and early language delay. Severe neurological deterioration typical of NCLs follows, including blindness and progressive dementia, and most patients die between 7 and 15 years of age [6]. Diagnosis is usually confirmed by deficiency of TPP1 activity in leukocytes and/or identification of pathogenic mutations in *TPP1*. Interestingly, *TPP1* mutations which partially affect enzyme activity, have also been described in patients with spinocerebellar ataxia autosomal recessive 7 (SCAR7; OMID 609270). These patients, with 5% residual TPP1 activity in fibroblasts, have later disease onset than cLINCL patients (0.4% residual TPP1 activity), develop ataxia and cerebellar atrophy but not blindness or seizures [7].

Recent FDA-approved enzyme replacement therapy, currently the only available treatment, involves intracerebroventricular application of a recombinant human form of TPP1 (Brineura^R^, cerliponase alpha) and results in reduction of the motor-language score after 48 and 96 weeks of treatment [8]. This therapy could improve the quality of life for CLN2 patients if initiated earlier in the disease progression [9]. As well, an early clinical trial using adeno-associated virus (AAV)-mediated gene therapy showed that the rate of neurological decline was significantly slowed by the intracranial injection of AAV2 encoding hTPP1 in CLN2 patients [10]. Current clinical trials are exploring the use of an AAVrh.10 serotype which shows a broader distribution of viral transduction (NCT01161576, NCT01414985) [11].

TPP1 is a member of the S53 family of serine proteases that is synthetized as an inactive proenzyme and processed autocatalytically to the active form in the lysosome [12]. Some putative substrates have been characterized in vitro, including one of the main protein components of lipofuscin, the mitochondrial F_1_F_0_ ATP synthase, subunit C [3, 13, 14]. Interestingly, storage body accumulation does not correlate with neurodegeneration or astrocyte and microglia activation across the brain [15–17], and in fact, it has been suggested to be neuroprotective [16, 18]. Thus, neuroinflammation may be a better predictor of neuronal loss in several NCLs [18–20].

Some studies have analyzed the progression of neuroinflammation in different models of neurodegenerative disease (ND), and determined that ND leads to chronic neuroinflammation involving activated astrocyte and microglia; however, the mechanism of induction of neuroinflammation and the timelines of these processes differ between NDs [21–24]. Even though neuroinflammation has been recognized as an important characteristic at the pathological and cellular levels in NCLs [18, 25, 26], little is known about the onset of the neuroinflammatory process and the genes implicated. Furthermore, few molecular analysis timelines of transcriptional changes have been performed and only CLN1 has been analyzed as a function of disease development by microarray [27].

In order to perform a global brain and cerebellar RNA-seq analysis in a mouse model of CLN2 at the disease end-stage (4-month-old) [28], we used the well-established model of cLINCL generated in Lobel’s laboratory that targets the *Tpp1* mouse gene resulting in loss of detectable TPP1 activity and progressive neurological phenotypes including ataxia, motor deficiencies and blindness [29–33]. Homozygous affected animals have median survival of 19 weeks with initial motor deficiencies detected at 10 weeks using rocking rotating rod, open field motor and rearing activity and gait analysis [31, 33, 34]. At 4 months, our RNA-seq analysis revealed strong neurodegenerative inflammatory responses involving microglia and astrocytes, activation of leukocyte extravasation, dysregulation of neurotransmitter production, and upregulation of nitric oxide and reactive oxygen species; as well as downregulation of transcription factors involved in control of circadian rhythm [28]. In order to understand the nature and role of the neuroinflammatory response as well as to analyze regional and temporal vulnerabilities during disease progression, the present report extends our RNA-seq analysis to earlier time points including pre-symptomatic (1 and 2 months) and early symptomatic (3 months) stages of the disease in fore- and mid-brain (F/M) and cerebellum (Cb).

As reported, RNA-seq analysis of acutely purified different cell types potentially may give more specific transcriptional changes affecting cell populations [35]; however, this methodology has limitations since the cell purification steps per se may alter the transcriptional signature of certain cell types [36]. Alternatively, single-cell transcriptome analysis (scRNA-seq) may offer more reliable in vivo data, but it also has limitations such that the cells need to be physically separated before analysis and only a limited number of individual cells (3–5 thousand) can be evaluated [37]. In the present study, we performed transcriptome analysis of several brain areas to evaluate global transcriptional changes at different stages over disease evolution and assigned differentially expressed genes (DEG) on the basis of previously reported cell-specific expression and anatomical transcript distribution data available in the Allen atlas [38]. This approach has allowed us to define unique time-dependent progression of cell-specific gene expression and uncover early responses (i.e., in choroid plexus) that other methodological approaches would not have revealed. Also, our analysis establishes transcriptional changes in specific genes associated with neuroinflammation over time which will aid in identifying novel markers of disease evolution and in defining stage-specific therapeutic targets for treatment.

## Methods

### Animal procedures

All animal procedures were performed according to the University of Chicago Institutional Animal Care and Use Committee regulatory policies. Mice were housed under standard conditions, with access to food and water ad libitum*,* in a 12-h light and dark cycle. The mouse model for cLINCL, in which *Tpp1* is disrupted by gene targeting has been previously described [31] and is referred in this study as the *Tpp1*^*−/−*^ mutant. The mouse line was a generous gift from Drs. P. Lobel and D.E. Sleat. The line is being maintained by *Tpp1*^+/-^ heterozygous crosses. In all experiments *Tpp1*^−/−^ homozygous mice were compared to heterozygous (*Tpp1*^+/-^) or wild-type (*Tpp1*^+*/*+^) siblings of matched age and sex, as indicated.

Biological triplicates of total RNA were obtained from the cerebellum (Cb) and forebrain/midbrain (F/M) of one-, two- and three-month *Tpp1*^−/−^ and wild-type mice (*Tpp1*^+/-^ and *Tpp1*^+*/*+^, both genotypes have normal life span and principal component analysis of our RNA-seq studies do not segregate between them). TRIzol (Thermo Fisher Scientific) extraction was performed followed by a QIAGEN RNeasy Kit® clean-up procedure (included a DNAse-digestion step). RNA quality (RIN > 9.5) assessments, cDNA library preparation, and single-end sequencing with 50-nucleotide reads were performed by the University of Chicago Genomics Facility on Illumina platforms. RNA-sequencing files were transferred to the CRI’s Tarbell high-performance computing (HPC) cluster for analysis. Identical conditions used in the processing of 4-month RNA samples were published earlier and some data are included in this report for inclusiveness [28].

### Gene expression analysis

RNA-seq data analysis was performed by the University of Chicago CRI Bioinformatic Core as follows. The quality of raw sequencing data was assessed using FastQC v0.11.5 [39] and Illumina adapter/primer sequences were detected from sequencing reads. All RNA reads were first mapped to the mouse (mm10) reference genome using STAR v2.5.2b release with default parameters [40]. Picard v2.18.11 (http://broadinstitute.github.io/picard/) was used to collect mapping metrics. The resulting files from the previous alignment step in the RNA-seq analysis were taken individually as input to evaluate transcriptional expression using Rsubread::featureCounts v1.28.1 [41]. Data were inspected using normal distribution of GC content, principal component analysis, and normalized expression distribution. Afterwards, several methods of differential expression analysis (DEA); including edgeR v3.23.5 [42], DESeq2 v1.21.22 [43], and limma v3.45.5 [44] were employed to discover differentially expressed (DE) mRNAs between pair-wise groups based on expression estimation of individual mRNA genes (fold-change ≥ 1.5 and false discovery rate (FDR) < 0.1). Genes detected by all three DEA methods were collected to create a list of high-confidence DE genes (DEGs). To obtain the groups with similar expression trends based on identified DE genes, several in-house scripts were implemented using R (https://www.r-project.org/) and Perl (https://www.perl.org/) languages [45–47]. The identified DEGs were further used as input to functional analysis modules to identify enrichment of functional categories and regulatory networks using Gene Ontology (GO) terms and KEGG-enrichment analyses, as well as QIAGEN’s Ingenuity Pathway Analysis (IPA®) (www.qiagen.com/ingenuity). Pathways significantly enriched in the genes of interest were identified using clusterProfiler [48] (v3.6.0) at FDR-adjusted *p*-value < 0.10 (hypergeometric test). Gene Set Enrichment Analysis was performed using clusterProfiler [48] (v3.6.0), as well. It should be noted that due to the high level of stringency in the statistical analysis of RNA-seq for 2-, 3-, and 4- month-old tissue, the differences reported by this analysis may underestimate the total numbers of differentially expressed transcripts.

The cell-type (neuron, astrocyte, microglia, oligodendrocyte) specificities of the DEGs were determined based on transcriptome data from Zhang et. al. [49] as previously described [28]. DEGs considered to be enriched in the choroid plexus (ChPx) were assigned on the basis of published ChPx transcriptome analysis [50–53] and confirmed using the Allen Mouse Brain Atlas (https://mouse.brain-map.org/).

### mRNA in situ hybridization

Control and *Tpp1* mutant 2-month brains were fixed in 4% paraformaldehyde and processed for non-radioactive in situ hybridization as described previously [54, 55]. To prepare the digoxigenin (DIG)-labeled RNA probes used for ISH, cDNA fragments from *Lipopolysaccharide binding protein* (*Lbp*;) and *Klotho* (*Kl*) genes were generated by PCR and inserted into pCRII dual-promoter vector plasmids (Invitrogen) Lbp probe: nt 360–1229 of NM 008489.2 and Kl probe: nt 3505–4495 of NM 013823.2. Sequencing of the cloned gene fragments was performed with an ABI PRISM 377XL sequencer (Perkin Elmer) by the University of Chicago Cancer Center DNA sequencing facility. Riboprobes incorporating DIG-labeled nucleotides were synthesized from linearized PCR templates with SP6 or T7 RNA polymerase (Roche). Probed mRNAs were detected after hybridization with an alkaline-phosphatase-conjugated anti-DIG antibody (Roche). Alkaline phosphatase activity was detected (blue color) using BCIP and NBT substrates (Roche). Images were obtained using an Axiovert 200 microscope (Zeiss).

### Immunohistochemistry

Control and *Tpp1* mutant 2-month and 4-month brains were fixed in 4% paraformaldehyde and processed for in situ hybridization as described, but instead of being hybridized, sections were blocked with 10% normal lamb serum for 2 h and incubated with a 1:500 dilution of ATP synthase subunit C antibody (Abcam ab181243) overnight at 4 °C. A FITC-conjugated anti-mouse IgG was used as secondary antibody and slices were counterstained with DAPI. A virtual library of the images was obtained using a CRi Pannoramic MIDI 20X Whole Slide Scanner (Perkin Elmer) and final pictures were selected using the CaseViewer Software. Quantification of the immunostaining was performed using FIJI software and statistical significances were evaluated by ANOVA analysis followed by Tukey test using Vassar University statistical computation site (http://vassarstats.net/).

### Quantitative PCR

RNA purified as described above was reverse-transcribed with the High Capacity Reverse Transcription Kit (AppliedBiosystems) and RT-qPCRs were performed using the Sso Advanced TM Universal SYBR Green system (Bio-Rad Laboratories) in a CFX-96 real time instrument (Bio-Rad Laboratories). For each gene, forward and reverse primers were designed using Primer-BLAST (NCBI) and later tested in RT-qPCR; only primer pairs with 90–105% efficiency were utilized. Primers for *Kl, Clic6* and *Prlr* were purchase from Origene. Relative normalized expression values were determined using the ΔΔCt methods for the indicated target genes relative to *Ppia* (*Peptidylprolyl isomerase A*) in the wild-type mouse sample. The data are expressed as means ± standard deviations. Determinations were performed in triplicate and experiments were repeated with independent RNA samples at least 3 times with consistent results. Statistical significances were evaluated by the paired-samples Student’s *t*-test using the CSF-96 BioRad software package. Values of *p* < 0.05 for the null hypothesis were considered significant. Primers used were as follows: *Ppia* (Fwd: 5′-GCTGGACCAAACACAAAC-3′, Rev: 5′-CCACAATGTTCATGCCTTC-3′), *Aqp1*(Fwd: 5′-CTTGCCATTGGCTTGTCTGTGG-3′, Rev: 5′-CCAGTGGTTTGAGAAGTTGCGG-3′), *Ttr* (Fwd: 5′-GAGTAGAACTGGACACCAAATCG-3′, Rev: 5′-CTGCGATGGTGTAGTGGCGATG-3′). 

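Ppia, which encodes the peptidyl-prolyl isomerase cyclophilin A, passed the test in none of the 6 comparisons of Tpp1−/− with control mice (edgeR, 3 mice per group). Its lowest adjusted p was in 2-month F/M, with a log2 fold change of -0.31 (standard error 0.11, adjusted p = 0.169). The level there was 27.1 ± 4.40 CPM (SD, n = 3) in control and 22.0 ± 2.45 CPM (SD, n = 3) in Tpp1−/− mice, where CPM are scaled by TMM. In 3-month Cb, Ppia had a log2 fold change of 0.14 (standard error 0.16, adjusted p = 0.972). The remaining 4 log2 fold changes lay between -0.16 in 2-month Cb and 0.01 in 3-month F/M.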

Ppia was used for single normalization since our RNA-seq data do not indicate changes of this gene when compared at any specific age.

## Results

### Global gene changes at different ages

Using the cLINCL mouse model in which *Tpp1* was disrupted by gene targeting, we analyzed the progression of the disease in forebrain/midbrain (F/M) and cerebellum (Cb) by performing.

RNA-seq from RNA obtained at 1-, 2-, 3-, and 4-month *Tpp1*^*−/*−^ (T) animals and compared them to matched age controls (N). 

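RNA of F/M (forebrain and midbrain) and of Cb (cerebellum) was sequenced as 50-nt single-end reads. The deposited files hold 36 libraries, with 3 control and 3 Tpp1−/− mice for each region at 1, 2 and 3 months, and the 4-month libraries belong to an earlier study and are not part of them. The authors aligned the reads to mm10 with STAR and counted reads per gene over exons with featureCounts, so that the deposited unit is the raw count. The file headers name GENCODE release 21 at 1 month, 16 at 2 months and 18 at 3 months, and strand setting 1, 2 and 1 in that order. The 3 ages thus differ in annotation and counting as well as in age. By Xist and Y-linked counts, the 3-month libraries also differ in sex from the others. Y-linked genes had 4584 to 9273 counts per library at 1 month, 2043 to 7635 at 2 months and 0 to 1 at 3 months. Xist had 0 to 8, 1 to 162 and 12199 to 36339 counts in that order. The labels give 4 female and 8 male libraries at 1 and at 3 months, and 12 male ones at 2 months. Total counts per control library in F/M were 18303412 to 23606424 (median 23205700) at 1 month, 19268267 to 21890532 (median 20442262) at 2 months and 16823871 to 21159157 (median 20538326) at 3 months. In Tpp1−/− F/M they were 20796935 to 24814234 (median 23758176), 10609896 to 20583181 (median 15968578) and 19212436 to 21241550 (median 19945707) in the same order of ages. Control Cb libraries held 21971055 to 29942380 (median 24198062) counts at 1 month, 17118114 to 22038516 (median 19804902) at 2 months and 20730553 to 21592804 (median 20940521) at 3 months. Tpp1−/− Cb libraries held 17637111 to 25236617 (median 21912455), 15745425 to 27048487 (median 22035233) and 20635121 to 23545443 (median 23038743). Control replicate 3 at 1 month is labelled Tpp1+/−, and the paper's methods allow +/+ and +/− controls. From the deposited counts, the 12 libraries of each age were fitted together with edgeR's quasi-likelihood test, with a filter on low counts and TMM scaling. A differentially expressed gene (DEG) had an adjusted p (FDR) under 0.1 and a fold of at least 1.5, the thresholds in the paper's methods, where a DEG also had to be found by edgeR, DESeq2 and limma together, while edgeR alone was used here. A gene is called where it passed both thresholds. Log2 fold changes are Tpp1−/− over control, and adjusted p values are over all genes tested unless another set is named. Lists of genes were tested as sets with camera at a preset correlation of 0.01, and again with a correlation estimated from the libraries. An expression value of a group is a mean ± SD over 3 mice. With 3 mice against 3, an exact permutation test of a single value cannot give a p under 0.1.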

Each age was processed as previously reported [28]. At 1 and 2 months, affected animals were asymptomatic, as the earliest indications of abnormal motor phenotypes are only evident after 10 weeks of age [31, 33, 34]. By 3 months, disease phenotypes progress rapidly with the development of several motor defects and pathological hallmarks [30, 31, 33], followed by death after 4 months. Note that the 4-month results have been published elsewhere, but selected data are included in this report for completeness [28].

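Most DEGs of 3-month mice were higher in Tpp1−/− than in control brain, 71 of 80 in F/M and 116 of 148 in Cb. Genes of microglia such as Cst7, a lysosomal cysteine protease inhibitor, and Itgax, an integrin subunit, led the higher DEGs with a mean of at least 1 CPM. With only the 6 libraries of the region the counts of DEGs were 309 in 3-month F/M, 46 in 3-month Cb and 38 in 2-month F/M, with no low-count filter 189, 296 and 222 in the same order, and genes called by edgeR, DESeq2 and limma together were 67, 122 and 71. In 2-month F/M, 112 of 127 DEGs were higher, with Gm15446, a predicted gene, and Slc6a5, the neuronal glycine transporter, among the largest. In 2-month Cb, 310 of 353 DEGs were lower, among them Six3 and Gata3, transcription factors of brain development. At 1 month the 2 DEGs of each region were lower. The tests covered 17916 genes at 1 month, 17229 at 2 months and 17224 at 3 months. The count in 2-month F/M was 20 without Tpp1−/− replicate 1, 30 without Tpp1−/− replicate 3, 36 without control replicate 3, 191 without Tpp1−/− replicate 2 and 352 without control replicate 1. In 3-month F/M it was 34 without control replicate 2, 36 without Tpp1−/− replicate 2, 41 without Tpp1−/− replicate 1, 42 without control replicate 1 and 49 without control replicate 3. Control replicates 1 and 2 of 3 months were closer to each other than any other pair of their kind, and with their counts summed as those of 1 mouse the 3-month counts were 32 in F/M and 83 in Cb.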

Table 1 summarizes the number of DEGs at different ages and shows a fold-change ≥ 1.5 and FDR < 0.1, indicating the percentage of genes mapped and the total number of genes analyzed in each data set. Raw and processed RNA-seq data are available from the National Center for Biotechnology Information Gene Expression Omnibus under accession number: GSE173665 and the differentially expressed gene list at each age can be found in Additional file 1.

**Table 1:** Summary of differentially expresses genes resulting from RNA-seq comparisons of cerebellum (Cb) and fore- and mid-brain (F/M) regions between *Tpp1*^*−/−*^ (T) and control animals (C) at different ages

Month	% of reads mapped	Mouse gene analyzed	Brain region	DEG T vs C	DEG down T vs C	DEG up T vs C
1*	88.7	14,681	F/M	2 (126)	2 (84)	0 (42)
			Cb	2 (255)	2 (65)	0 (190)
2	87.2	14,081	F/M	139	25	114
			Cb	339	292	47
3	88.1	14,575	F/M	89	11	78
			Cb	154	31	123
4	88.3	14,923	F/M	510	171	339
			Cb	1550	553	1071

*At 1 month few DEGs genes were detected using FDR-corrected *p*-values; raw *p*-values were considered instead in the threshold (*p* < 0.1) only at 1-month-old (number in parenthesis)

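In 1-month mice, Tpp1 and Trim12a, a member of the Trim family of antiviral genes on the same chromosome, were lower in Tpp1−/− F/M and Cb, and no gene was higher. At an unadjusted p under 0.1 with the same fold minimum, 312 genes differed in F/M, 100 of them higher, and 570 in Cb, 357 of them higher. No list of genes passed the threshold with an estimated correlation in either region. Of 11 synaptic vesicle genes, none was called (0 higher adjusted over the list alone), and the list lay higher in F/M with a median log2 fold change of 0.08 (camera, adjusted p = 7.7e-05, adjusted p = 0.129 with an estimated correlation). Of 14 complement genes, none was called in Cb either (2 higher adjusted over the list alone), and the list lay higher there with a median of 0.39 (adjusted p = 3.7e-06, adjusted p = 0.0980 with an estimated correlation), while 1 was called without Tpp1−/− replicate 3. DESeq2 called 4 genes in F/M and 5 in Cb. The Cb count was 272 without Tpp1−/− replicate 3, and 1 without Tpp1−/− replicate 1 or 2 or control replicate 1 or 2. In F/M it was 1 without Tpp1−/− replicate 1, 2 or 3 or control replicate 1.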

At 1 month few DEGs genes were detected using FDR-corrected *p*-values; thus, in order to recover more DEGs, raw *p*-values were considered instead in the threshold (*p* < 0.1), but since these time point data lack the rigor imposed to the rest of the study, we only included the one-month set in Fig. 2, and the data were excluded from the rest of the analysis. The number of DEGs in the cerebellar samples is consistently greater than in the rest of the brain (*p* < 0.0001 using significance of the difference of two independent proportions), suggesting that the cerebellum is more affected in this disease than the rest of the brain; this was subsequently ascertained by canonical pathway analysis (see below). 

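Many of the DEGs of 2-month Cb were genes of other brain regions that fell in Tpp1−/− mice. Of 307 lower DEGs with a value in the 1- and 3-month controls, 243 were at least 2-fold higher in F/M than in Cb in those controls, against 11.9% of 16710 tested genes. Six3, a transcription factor of the forebrain, fell 326-fold (95% counting interval 58.0 to 12910.0, from 296 against 1 counts), with an adjusted p of 2.8e-09. Shox2 and Tcf7l2, transcription factors of the thalamus, had log2 fold changes of -5.55 (standard error 0.34, adjusted p = 4.7e-09) and -3.00 (standard error 0.12, adjusted p = 9.5e-12). Nrgn, the calmodulin-binding protein neurogranin of forebrain neurons, fell from 40.3 ± 3.03 to 3.02 ± 0.580 CPM (SD, n = 3 each), a log2 fold change of -3.75 (standard error 0.12, adjusted p = 4.5e-13). Of 15 marker genes of thalamus and midbrain, 9 fell (9 adjusted over the list alone) with a median log2 fold change of -2.96 (camera, adjusted p = 1.0e-16, adjusted p = 0.0150 with an estimated correlation). Of 21 markers of forebrain neurons, 6 fell and 1 rose (7 lower adjusted over the list alone; adjusted p = 0.0150 with an estimated correlation), and none rose without Tpp1−/− replicate 1 or 3 or control replicate 1, 2 or 3. The mean log2 CPM of the thalamus and midbrain list was 3.68 ± 0.16 in control and 1.20 ± 0.13 in Tpp1−/− libraries (mean log2 CPM, SD, n = 3 each), and in F/M of the same age it was 3.40 and 3.74. The test of the difference between the genotype effects in Cb and F/M passed for 511 genes at 2 months, 481 of them more negative in Cb. It passed for 1 gene at 3 months and for 0 at 1 month. Of 17916 genes tested at 1 month, 347 had an unadjusted p under 0.05, a smaller share than the 0.05 that chance gives. The 2-month count was 276 without control replicate 3, 277 without Tpp1−/− replicate 3, 340 without Tpp1−/− replicate 1 and 876 without control replicate 1. At 3 months it was 0 without Tpp1−/− replicate 1 or 3 or any control, and with the animal as a block it was 0 at 3 months and 5 at 1 month. From the larger number of DEGs in Cb, the paper proposes that the cerebellum is more affected than the rest of the brain. It also cites its canonical pathway analysis, with higher z-scores in Cb than in F/M, and larger changes of glial genes in Cb. That pathway analysis was not run here. The order of the DEG counts depended on the genes and libraries used. In the main fits, Cb and F/M had 353 and 127 DEGs at 2 months and 148 and 80 at 3 months. With only the 6 libraries of a region, these were 309 and 38, and 46 and 309. In settings chosen after the counts were seen, 2-month Cb had 73 DEGs without the genes at least 2-fold higher in F/M. Without those at least 2-fold higher in Cb, 2-month F/M had 99.

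**Figure D1:**
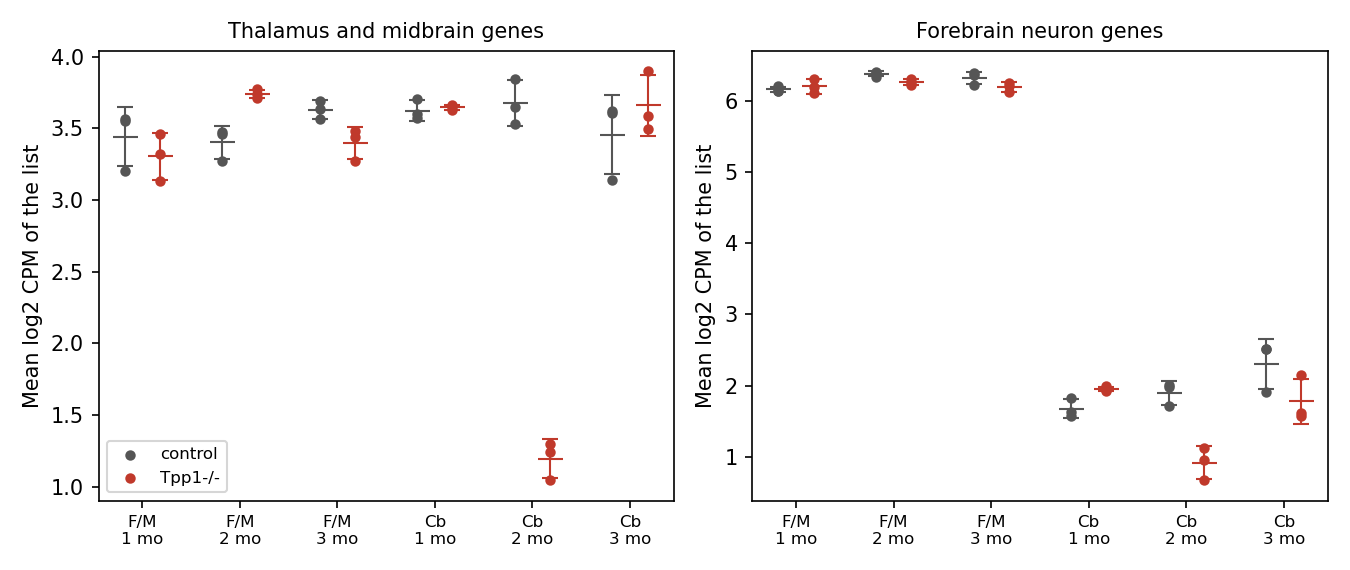
Mean log2 CPM of marker lists of brain regions in each library, by age, region and genotype. Points are libraries and the bars are the mean ± SD of 3 mice. The thalamus and midbrain list in 2-month Cb lies at 3.68 in control and 1.20 in Tpp1−/− mice.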

Volcano plots highlight upregulated (red) and downregulated (blue) genes in the *Tpp1*^*−/−*^ brains at the different ages compared to control (Fig. 1). 

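At 2 months, the DEGs that the rule for named genes took by fold included genes of brainstem and cerebellum. In F/M, Slc6a5 rose from 0.518 ± 0.291 to 2.58 ± 1.31 CPM (SD, n = 3 each) and Ppp1r17, a phosphatase inhibitor of Purkinje cells, had a log2 fold change of 1.36 (standard error 0.23, adjusted p = 0.0120). Gh, the pituitary growth hormone, fell, with a log2 fold change of -2.52 (standard error 0.47, adjusted p = 0.0175). The mean log2 CPM of 5 brainstem markers in these F/M libraries was 0.98 ± 0.21 in control and 1.90 ± 0.23 in Tpp1−/− libraries (mean log2 CPM, SD, n = 3 each). Of 8 genes of monoaminergic neurons, 2 were higher (3 adjusted over the list alone, adjusted p = 0.131 with an estimated correlation), at 1.03 ± 0.23 and 2.45 ± 0.85 (mean log2 CPM, SD, n = 3 each), and this count was 1 without Tpp1−/− replicate 2 and 0 without Tpp1−/− replicate 3 or control replicate 3. In 2-month Cb, Igfn1, a protein of striated muscle, and Zfp185, a protein of the actin cytoskeleton, had log2 fold changes of 1.07 (standard error 0.21, adjusted p = 0.00496) and 0.96 (standard error 0.19, adjusted p = 0.00617). Gata3 counts fell at least 27.5-fold against a floor of 3 counts over the group, and Tfap2d, a midbrain transcription factor, fell 105-fold (95% counting interval 28.7 to 874, from 191 against 2 counts). In 3-month Cb, Glra1, a glycine receptor subunit of brainstem and spinal cord, and Sost, a Wnt inhibitor, had log2 fold changes of -1.70 (standard error 0.26, adjusted p = 0.00582) and -1.68 (standard error 0.25, adjusted p = 0.00506). Peripheral nerve markers in those libraries had a mean of 1.61 ± 0.96 in control and 0.52 ± 0.15 in Tpp1−/− libraries (mean log2 CPM, SD, n = 3 each), and monoaminergic genes had 2.00 ± 1.80 and 0.35 ± 0.25. Control replicate 3 lay at 0.50 and -0.07 for these lists, so both differences rest on control replicates 1 and 2, the closest pair of replicates. Of the genes taken by the rule, 4 of 10 higher and 3 of 10 lower ones kept their call in every fit without 1 library in 2-month F/M, 5 of 10 and 10 of 10 in 2-month Cb, 8 of 10 and 2 of 9 in 3-month F/M, and 9 of 10 and 5 of 10 in 3-month Cb. The groups of all tested genes did not overlap in 18.3% and 18.1% at 2 months and 24.1% and 8.67% at 3 months (F/M and Cb), where chance gives 10%.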

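Tpp1, the gene of the lysosomal tripeptidyl peptidase that is targeted in these mice (ENSMUSG00000030894, chromosome 7 of mm10 from 105744811 to 105752235, minus strand), fell in each of the 6 comparisons. At 1 month its level was 63.6 ± 14.9 CPM (SD, n = 3) in control and 16.8 ± 1.03 CPM (SD, n = 3) in Tpp1−/− mice in F/M, with a log2 fold change of -1.91 (standard error 0.19, adjusted p = 7.0e-04), and the log2 fold change in Cb was -2.04 (standard error 0.19, adjusted p = 2.8e-04). In 2-month F/M and Cb its log2 fold changes were -2.12 (standard error 0.06, adjusted p = 1.6e-13) and -2.06 (standard error 0.06, adjusted p = 1.1e-13). At 3 months its level was 42.6 ± 0.711 CPM (SD, n = 3) in control and 16.8 ± 0.663 CPM (SD, n = 3) in Tpp1−/− mice in F/M, and the log2 fold changes were -1.34 (standard error 0.08, adjusted p = 4.0e-06) in F/M and -1.31 (standard error 0.08, adjusted p = 1.3e-06) in Cb. The test of the difference between the effects at 3 and 2 months gave 0.79 in F/M (adjusted p = 1.0e-04) and 0.75 in Cb (adjusted p = 1.3e-05), where the ages also differ in annotation and counting and, by Xist and Y-linked counts, in sex. The Tpp1+/− control at 1 month had 46.6 CPM in F/M and 55.9 CPM in Cb, below the other controls of that age. Tpp1 kept its call without any 1 library in every comparison.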

As expected, Tpp1 is always highly downregulated in the mutant cohort at all ages. 

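In 3-month mice, 47 genes were higher in Tpp1−/− than in control mice in F/M and in Cb, where 0.478 would be shared by independent calls. The calls of the 2 regions are not independent, since they come from 1 fit and the regions may share mice. The 47 genes include cell-surface receptors of immune cells. Ly9, a receptor of the signaling lymphocytic activation family, had log2 fold changes of 3.19 (standard error 0.40, adjusted p = 0.00186) in F/M and 3.68 (standard error 0.41, adjusted p = 3.1e-04) in Cb. Lilrb4a, an inhibitory leukocyte receptor, and Cd22, a sialic acid-binding receptor, had log2 fold changes of 3.04 (standard error 0.47, adjusted p = 0.00871) and 2.67 (standard error 0.35, adjusted p = 0.00334) in F/M. Cd52, a leukocyte surface glycoprotein, rose from 0.398 ± 0.0693 to 4.09 ± 1.13 CPM (SD, n = 3 each) in Cb, with a log2 fold change of 3.35 (standard error 0.27, adjusted p = 1.7e-05). No gene higher in 2-month F/M was higher in 3-month F/M (edgeR, 0.387 expected from independent calls).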

The increased number of upregulated genes at 3- and 4-month brains reflects the developing neuroinflammatory response toward end-stages of the disease (see below). As a way to visualize this finding, we identified the cell-type enrichment profile of the DEGs found at each age, based on the cell-type transcriptomes previously reported [49] (Additional file 2). We further analyzed the unassigned DEG expression patterns in the Allen Mouse Brain Atlas, and found that at 1 and 2 months of age several of the DEGs were expressed strongly or exclusively in the ChPx. Thus, using transcriptome analysis from human and mouse ChPx [50, 53], we compared which of the DEGs were also among the 3000 genes highly expressed in ChPx and displayed those in Additional file 2 (green). The results indicate an involvement of the ChPx associated with the third ventricle (cerebellar region) during the asymptomatic periods of the disease (1 and 2 months) and in the lateral ventricles (F/M region) at 2 months of age. These observations were also confirmed by enrichment analysis (SGEA) which demonstrated an enrichment score (ES) for Cb of 0.76 (FDR q-value < 0.0001) and an ES for F/M of 0.68 (FDR q-value < 0.0001) for choroid plexus genes (Lein Choroid Plexus Markers, M1719).

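A list of 28 choroid plexus (ChPx) genes that was fixed without the genes named in the paper was also higher in 2-month Tpp1−/− mice. In Cb its median log2 fold change was 0.33, and 2 genes were called (3 adjusted over the list alone; camera, adjusted p = 8.8e-16, adjusted p = 0.0343 with an estimated correlation). Without Tpp1−/− replicate 1 or control replicate 2 this count was 0, and without any other library 1. Ace, the angiotensin-converting enzyme, and Enpp2, the lysophospholipase autotaxin, had log2 fold changes of 0.52 (standard error 0.08, adjusted p = 8.6e-04) and 0.53 (standard error 0.12, adjusted p = 0.0203) in Cb, below the fold minimum. In F/M the median was 0.30 and 2 genes rose (4 adjusted over the list alone; adjusted p = 8.7e-09, adjusted p = 0.145 with an estimated correlation). That number was 0 without Tpp1−/− replicate 1, 1 without Tpp1−/− replicate 3 or control replicate 3, and 5 without Tpp1−/− replicate 2. In the same F/M libraries, markers of the brainstem were 0.93, those of thalamus and midbrain 0.34 and those of granule cells 0.33 log2 units higher in Tpp1−/− mice. The 2 genes were Trpm3, a cation channel, with a log2 fold change of 0.77 (standard error 0.14, adjusted p = 0.0167), and Igf2, insulin-like growth factor 2, with a log2 fold change of 1.11 (standard error 0.29, adjusted p = 0.0699). Trpm3 was not called without Tpp1−/− replicate 1 (adjusted p = 0.127) and fell below the fold minimum without control replicate 2 (log2 fold change 0.57), with adjusted p of 1.7e-17 to 0.127 over all alternatives. Igf2 was not called without Tpp1−/− replicate 1 or 3 or control replicate 2 or 3 (adjusted p = 0.376, 0.192, 0.175 and 0.155), with adjusted p of 0.0233 to 0.376 over all alternatives.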

**Fig. 1:**
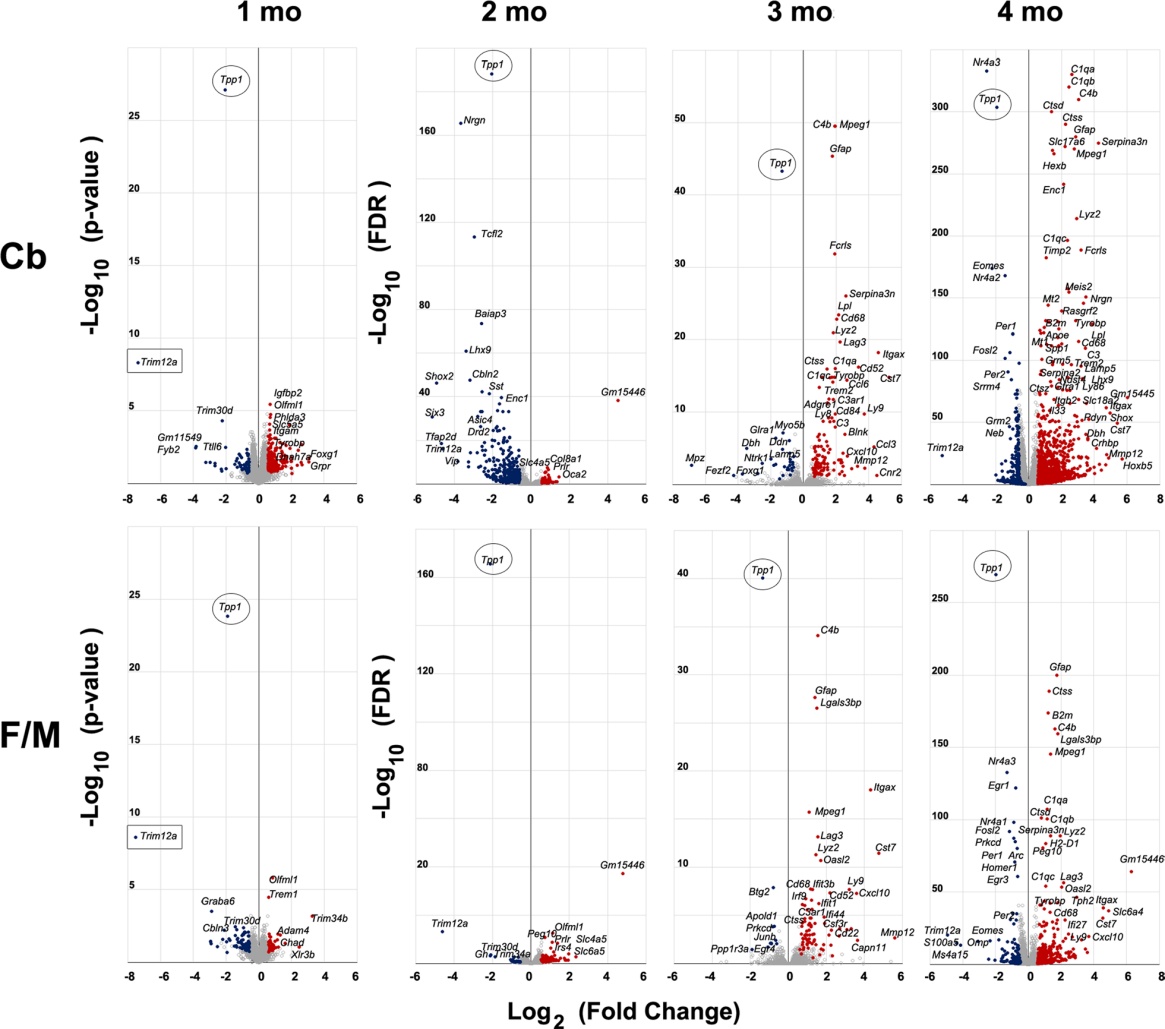
Volcano plot. Representation of differentially expressed genes (FDR ≤ 0.1 and fold-change ≥ 1.5) at 2-, 3- and 4-month-old cerebellum (Cb) and fore- and mid-brain (F/M) regions between *Tpp1*^*−/−*^ and control animals. Selected downregulated genes (blue dots) and upregulated genes (red dots) are designated. The rest of the genes are represented with gray open circles. Tpp1 levels are indicated with a circle. For one-month-old animals the −log_10_ of the *p* value was represented instead. For this data set, Tpp1 and Trim 12a (rectangle) were found to be significantly downregulated

### Microglia-enriched mRNAs

In order to analyze the evolution of the expression of selected genes from each cell type during disease progression, their gene expression ratios (FPKM T/ average FPKM N) were displayed as heatmaps with clustering as a function of time (Fig. 2). These analyses allowed us to identify gene signatures associated with the different cell types and determine how they changed with disease progression. Additional file 3 offers an alternative view of the consolidated data with better definition of the fold changes. As mentioned, neuroinflammatory markers start to be upregulated at 3 months and are preferentially expressed in microglia and astrocytes (Fig. 2A, B). The most upregulated transcripts in microglia are *Mmp12*, *Itgax* and *Ccl3*, which show significant changes at 3 and 4 months, but not at 1 or 2 months. 

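In 3-month Tpp1−/− mice, Cst7, which encodes cystatin F, rose 26.1-fold in F/M and 35.8-fold in Cb, with log2 fold changes of 4.71 (standard error 0.43, adjusted p = 8.6e-05) and 5.16 (standard error 0.41, adjusted p = 1.6e-05). Mmp12, macrophage elastase, rose 52.6-fold (95% counting interval 9.06 to 2115, from 55 against 1 counts) in F/M and 9.40-fold in Cb. Itgax, the integrin subunit CD11c, rose 19.8-fold in F/M and 23.1-fold in Cb. Clec7a, the fungal pattern receptor Dectin-1, rose 12.8-fold and 17.6-fold, with log2 fold changes of 3.68 (standard error 0.30, adjusted p = 3.3e-05) and 4.14 (standard error 0.28, adjusted p = 2.8e-06). In 2-month mice, Itgax had 59 counts over the 12 libraries, and Mmp12 and Ccl3 had 11 and 39, too few to be tested. None of these 4 genes passed the region-difference test at 3 months (adjusted p = 1 for each).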

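Of 15 markers of homeostatic microglia, 4 rose in 3-month Cb (6 adjusted over the list alone) with a median log2 fold change of 0.56 (camera, adjusted p = 3.5e-19, adjusted p = 0.0361 with an estimated correlation). In F/M 2 rose (2 adjusted over the list alone, median 0.05, adjusted p = 8.3e-04, adjusted p = 0.348 with an estimated correlation), and 1 without Tpp1−/− replicate 2 or control replicate 2 or 3. Fcrls, a microglial Fc receptor-like protein, had log2 fold changes of 1.93 (standard error 0.14, adjusted p = 5.7e-06) in Cb and 0.74 (standard error 0.13, adjusted p = 0.0227) in F/M. Csf3r, the receptor of granulocyte colony-stimulating factor, had a log2 fold change of 1.26 (standard error 0.19, adjusted p = 0.00782) in F/M and 1.18 in Cb. Lpl, lipoprotein lipase, singled out after its values were seen, was the only gene whose genotype effect differed between the regions at 3 months (adjusted p = 0.0290). It had a log2 fold change of 2.16 (standard error 0.19, adjusted p = 3.1e-05) in Cb and 0.22 in F/M. In F/M, Fcrls was not called without Tpp1−/− replicate 2 or control replicate 2 or 3 (adjusted p = 0.140, 0.138 and 0.126), with adjusted p of 4.6e-06 to 0.168 over all alternatives. No gene differed between the regions with the animal as a block, or without Tpp1−/− replicate 1 or 3 or any of the controls.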

Many other microglial genes were also upregulated, and for the most part the levels of change were more accentuated in Cb than in F/M. Several microglial genes are not significantly upregulated at 3 months, but do already show increased expression, indicating their involvement in microglia activation. 

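Trem2, a microglial receptor for lipids and lipoproteins, and Tyrobp, its signaling adaptor, rose in 3-month Tpp1−/− Cb. Trem2 was at 3.70 ± 0.880 CPM (SD, n = 3) in control and 13.0 ± 3.84 CPM (SD, n = 3) in Tpp1−/− mice, with a log2 fold change of 1.82 (standard error 0.21, adjusted p = 3.8e-04), and Tyrobp at 5.71 ± 0.502 CPM (SD, n = 3) in control and 21.2 ± 7.95 CPM (SD, n = 3) in Tpp1−/− mice, with a log2 fold change of 1.89 (standard error 0.21, adjusted p = 3.7e-04). In 3-month F/M, Tyrobp had a log2 fold change of 1.10 (standard error 0.21, adjusted p = 0.0391) and Trem2 had a log2 fold change of 0.79 (standard error 0.20, adjusted p = 0.179). The genotype effect on Trem2 was not shown to differ between Cb and F/M (adjusted p = 0.928). In F/M, Tyrobp was not called without Tpp1−/− replicate 1, 2 or 3 or control replicate 1, 2 or 3 (adjusted p = 0.111, 0.188, 0.101, 0.171, 0.138 and 0.189), with adjusted p of 5.5e-10 to 0.203 over all alternatives.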

Among the highlighted genes, the microglia receptor Trem2 and its adaptor protein DAP12 (encoded by *Tyrobp*) initiate a signal transduction pathway that promotes microglia phagocytosis, chemotaxis and proliferation [56–58]. 

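In 3-month Tpp1−/− Cb, 7 of 14 complement genes rose (8 adjusted over the list alone), with a median log2 fold change of 1.15 (camera, adjusted p = 3.5e-19, adjusted p = 0.0134 with an estimated correlation). C1qa, C1qb and C1qc, the chains of the initiating complex of the classical pathway, had log2 fold changes of 1.96 (standard error 0.22, adjusted p = 3.5e-04), 1.62 (standard error 0.19, adjusted p = 3.8e-04) and 1.76 (standard error 0.20, adjusted p = 3.8e-04). C3, the central component, had a log2 fold change of 1.95 (standard error 0.27, adjusted p = 0.00234), and its receptor gene C3ar1 rose from 1.27 ± 0.0815 to 4.55 ± 0.440 CPM (SD, n = 3 each). In F/M, 3 of the 14 genes rose (8 adjusted over the list alone; median 0.68, adjusted p = 1.4e-11, adjusted p = 0.0343 with an estimated correlation), among them C3ar1 with a log2 fold change of 1.16 (standard error 0.16, adjusted p = 0.00509), and 2 rose in each fit without 1 library. C1qa, C1qb, C1qc and C3 had log2 fold changes of 0.88, 0.80, 0.66 and 0.91 in F/M, with adjusted p = 0.152, 0.107, 0.317 and 0.434. The effect of the genotype on C1qc was not shown to differ between the regions (adjusted p = 0.699).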

We also observed transcriptional upregulation starting at 3 months in the affected animals of many components of the complement pathway including *C1qa*, *C1qb*, *C1qc* and *C3* and its receptor *C3ar1*, among others. During normal development, synaptic pruning is performed by microglia through the complement pathway [59, 60] and this pathway has also been implicated in clearance of amyloid plaques, neurofibrillary tangles and synapses in Alzheimer disease (AD) [61, 62]. Still, it remains to be determined if increases of complement pathway components in the *Tpp1*^*−/−*^ brains are affecting the clearance of lipofuscin storage material, neuronal spines and/or apoptotic cells.

**Fig. 2:**
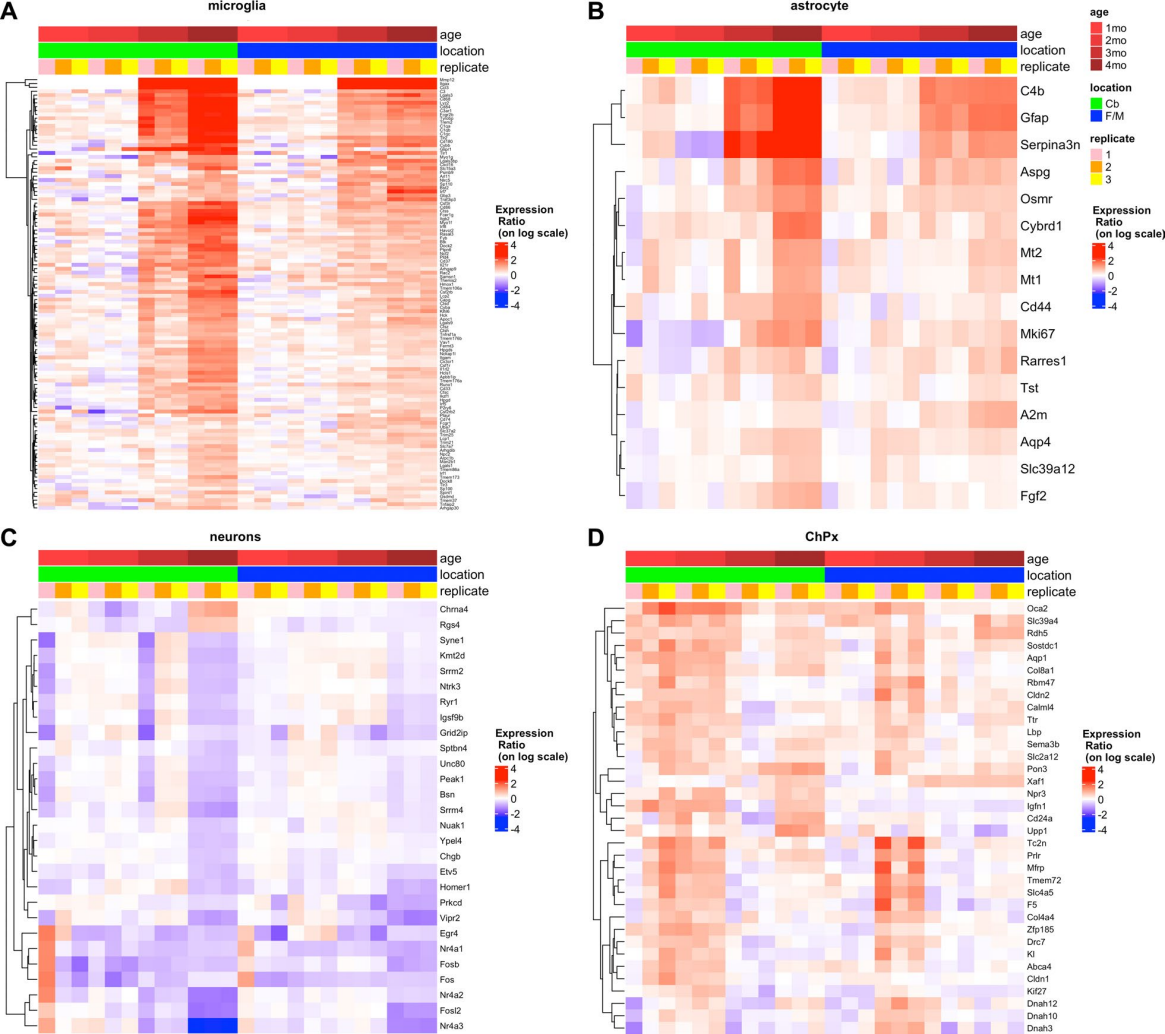
Heatmap with clustering of cell-type specific DEG in *Tpp1*^−/−^ brain regions as a function of time. Distribution of cell-type specific genes that are commonly enriched in DEG from Cb-T vs. Cb-N (green) and F/M-T vs. F/M-N (blue) comparisons at 1, 2, 3, 4 months (different degrees of reds). Gene expression ratios (FPKM T/ average FPKM N) are represented in logarithmic scale. Cell-type **A** microglia, **B** astrocytes and **C** neurons) specificity of DEG was established from data imputed from Zhang et al. [49] based on genes that were exclusively expressed in each cell type and had FPKM expression values at least five times higher than in the rest of the other cell types. Choroid plexus genes (**D**) where classified by expression values from Turner et al., 2014 [53]

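Tlr2, a receptor for bacterial lipopeptides, rose in 3-month Tpp1−/− F/M and Cb, with log2 fold changes of 1.35 (standard error 0.27, adjusted p = 0.0512) and 1.34 (standard error 0.25, adjusted p = 0.0238). Tlr1, which pairs with it, had a log2 fold change of 1.39 (standard error 0.38, adjusted p = 0.243) in F/M and a log2 fold change of 0.88 (standard error 0.43, adjusted p = 0.780) in Cb, from 26 and 72 counts over the F/M groups and 19 and 38 over the Cb groups. Of 18 Toll-like receptor and inflammasome genes, 4 rose in Cb (6 higher and 1 lower adjusted over the list alone; camera, adjusted p = 3.5e-08, adjusted p = 0.0134 with an estimated correlation). They include Cd14, a coreceptor for lipopolysaccharide, with a log2 fold change of 1.54 (standard error 0.24, adjusted p = 0.00689), and Tlr7, a receptor for single-stranded RNA, with a log2 fold change of 1.26 (standard error 0.21, adjusted p = 0.0111). In F/M 1 of them rose (4 adjusted over the list alone; adjusted p = 2.3e-07, adjusted p = 0.0150 with an estimated correlation). In F/M, Tlr2 was not called without Tpp1−/− replicate 1, 2 or 3 or control replicate 1 or 2 (adjusted p = 0.281, 0.193, 0.121, 0.344 and 0.262), with adjusted p of 5.0e-05 to 0.344 over all alternatives. In Cb it was not called without control replicate 1 (adjusted p = 0.125), with adjusted p of 1.1e-05 to 0.239 over all alternatives.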

Upregulation of Toll-like receptors (*Tlr1* and *Tlr2*) were also observed in the *Tpp1*^*−/−*^ brains. These receptors usually respond to disease-associated molecular patterns (DAMPs) leading to a proinflammatory response and activation of the NLRP3 inflammasome pathway. While *Tlr2* is upregulated at 3 months, other components of the inflammasome pathway such as *Nlrp3*, *Nlrp1b* and *Gmdsd* are increased at the end stage of the disease (4-month-old) [28] when chronic inflammation is evident.

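At 3 months Nlrp3, the sensor protein of an inflammasome, had a log2 fold change of 0.87 (standard error 0.38, adjusted p = 0.725) in Cb and 0.04 in F/M (adjusted p = 1). Nlrp1b, another sensor, had a log2 fold change of 0.56 (standard error 0.37, adjusted p = 1) in F/M, from 31 counts in control and 48 in Tpp1−/− mice. Gsdmd, the pore-forming gasdermin D, had a log2 fold change of 0.29 (standard error 0.25, adjusted p = 0.952) in Cb. In data simulated from these libraries, genes changed 1.5-fold were recovered in 47.8% of cases in F/M and 36.4% in Cb. A call needs an estimated fold of at least 1.5, so the threshold itself limits this share. Genes changed 2-fold were recovered in 68.4% and 83.8%. The simulated genes were drawn over all levels of expression, so these shares are not those of genes with as few counts as Nlrp1b.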

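Mmp12, macrophage elastase (ENSMUSG00000049723, chromosome 9 of mm10 from 7344381 to 7369499), was nearly absent from control brain. At 3 months, 55 counts fell on it in Tpp1−/− F/M and 1 in control F/M (adjusted p = 0.00432). In Cb there were 54 counts in Tpp1−/− and 5 in control mice, with a log2 fold change of 3.23 (standard error 0.56, adjusted p = 0.0128). At 1 and 2 months the gene had 11 counts over the 12 libraries of each age and was not tested. Mmp12 kept its call without any 1 library in both regions. These 2 and 3 month libraries differ in annotation, counting and, by Xist and Y-linked counts, sex. The change of Mmp12 from 2 to 3 months was not tested.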

A sharp increase in the transcriptional levels of *Matrix metalloproteinase-12* (*Mmp12*), in *Tpp1*^*−/−*^ animals between 2 and 3 months was observed. Mmp12 has been reported to be involved in increasing blood–brain barrier permeability and recruitment of macrophages in inflammatory conditions and plays a role in models of experimental autoimmune encephalomyelitis (EAE) by enhancing the anti-inflammatory response [63, 64]. Mmp12 is a zinc-binding protease expressed by microglia and infiltrated macrophages in disease-caused neuroinflammation and aging [65–67]; thus, this transcript may be one of the better indicators of inflammatory initiation.

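Itgax, the integrin alpha X subunit of a complement receptor of myeloid cells, rose in 3-month mice. Its level was 0.240 ± 0.177 CPM (SD, n = 3) in control and 5.03 ± 0.879 CPM (SD, n = 3) in Tpp1−/− mice in F/M and 0.184 ± 0.00173 CPM (SD, n = 3) in control and 4.37 ± 0.606 CPM (SD, n = 3) in Tpp1−/− mice in Cb. The log2 fold changes were 4.31 (standard error 0.32, adjusted p = 1.6e-05) in F/M and 4.53 (standard error 0.33, adjusted p = 5.7e-06) in Cb. Itgax kept its call without any 1 library, and its adjusted p over all alternatives ranged from 3.1e-33 to 5.1e-04 in F/M and from 6.2e-36 to 0.00119 in Cb.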

CD11c or Integrin αX (encoded by the *Itgax* gene) is also upregulated in *Tpp1*^*−/−*^ animals at post-symptomatic stages. It is also controlled by the TREM activation pathway [58] and has been recognized as a marker of “prime” microglia (pre-activation stage) in aging and ND [68, 69].

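Among the chemokine genes of 3-month mice, Ccl3, a C-C chemokine, rose in Cb with a log2 fold change of 4.22 (standard error 0.65, adjusted p = 0.00572) and in F/M with a log2 fold change of 3.53 (standard error 0.75, adjusted p = 0.0830). Ccl6, a related chemokine of mice, had log2 fold changes of 2.65 (standard error 0.23, adjusted p = 2.9e-05) in Cb and 1.41 (standard error 0.21, adjusted p = 0.00782) in F/M. Cxcl10, an interferon-induced ligand of CXCR3, had log2 fold changes of 3.55 (standard error 0.50, adjusted p = 0.00509) in F/M and 2.67 (standard error 0.51, adjusted p = 0.0246) in Cb. Of 8 chemokines, 3 rose in Cb (7 adjusted over the list alone, adjusted p = 0.0150 with an estimated correlation) and 3 in F/M (7 adjusted over the list alone, adjusted p = 0.0150 with an estimated correlation), and in Cb 5 rose without Tpp1−/− replicate 2 or control replicate 2. Ccl4 was 9.24-fold (95% counting interval 2.87 to 47.4, from 29 against 3 counts) higher in F/M (adjusted p = 0.336) and had a log2 fold change of 2.93 (standard error 0.77, adjusted p = 0.170) in Cb, from 5 and 44 counts. Ccl9 had log2 fold changes of 1.19 (standard error 0.39, adjusted p = 0.469) in F/M and 1.64 (standard error 0.45, adjusted p = 0.207) in Cb. In F/M, Ccl3 was not called without Tpp1−/− replicate 1, 2 or 3 or control replicate 1 or 2 (adjusted p = 0.295, 0.189, 0.238, 0.409 and 0.346), with adjusted p of 4.3e-06 to 0.409 over all alternatives. In Cb, Cxcl10 was not called without control replicate 1 or 3 (adjusted p = 0.125 and 0.112), with adjusted p of 2.1e-09 to 0.125 over all alternatives. In Cb, Ccl4 was called without control replicate 1 (adjusted p = 0.0371), with adjusted p of 0.00275 to 0.50 over all alternatives, and Ccl9 was called without Tpp1−/− replicate 2 or control replicate 2 (adjusted p = 0.0648 and 0.0314), with adjusted p of 1.6e-05 to 1 over all alternatives.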

*Ccl3*, together with other members of the macrophage inflammatory protein-1 family (i.e., *Ccl4* and *Ccl9*), are also strongly upregulated in *Tpp1*^*−/−*^ brains at 3 and 4 months of age. *Ccl3* has been reported to induce expression of *Ccr5*, its potential receptor, in brain–blood barrier endothelial cells and increase T cell trans-endothelial migration from the blood to the brain in AD [70]. It is possible that similar mechanisms take place in the *Tpp1*^*−/−*^ cerebellum since we observed increased transcription of *Ccr5* in this area at 4 months.

Increased expression of *Cd68* which encodes for a lysosomal macrophagic protein indicative of phagocytic activity [71], was also detected at 3–4 months in *Tpp1*^*−/−*^ mutants.

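Cd68, a heavily glycosylated lysosomal membrane protein of macrophages, rose at 3 months in both regions. Its level was 6.42 ± 0.385 CPM (SD, n = 3) in control and 14.5 ± 0.693 CPM (SD, n = 3) in Tpp1−/− mice in F/M and 2.71 ± 0.285 CPM (SD, n = 3) in control and 11.2 ± 2.70 CPM (SD, n = 3) in Tpp1−/− mice in Cb. The log2 fold changes were 1.18 (standard error 0.16, adjusted p = 0.00377) and 2.05 (standard error 0.17, adjusted p = 2.0e-05), and they were not shown to differ between the regions (adjusted p = 0.905). Cd68 kept its call without any 1 library.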

### Astrocyte-enriched mRNAs

Among of the highly upregulated genes in astrocytes are those previously identified as reactive associated genes [72, 73]. 

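In 3-month Tpp1−/− mice, C4b, a component of the classical complement pathway, had log2 fold changes of 1.55 (standard error 0.11, adjusted p = 1.3e-05) in F/M and 1.91 (standard error 0.11, adjusted p = 1.2e-06) in Cb. Gfap, the intermediate filament protein of astrocytes, was at 172 ± 7.15 CPM (SD, n = 3) in control and 457 ± 36.4 CPM (SD, n = 3) in Tpp1−/− mice in F/M and 179 ± 9.23 CPM (SD, n = 3) in control and 608 ± 108 CPM (SD, n = 3) in Tpp1−/− mice in Cb, with log2 fold changes of 1.41 (standard error 0.12, adjusted p = 3.6e-05) and 1.77 (standard error 0.12, adjusted p = 2.8e-06). Serpina3n, a serine protease inhibitor, had a log2 fold change of 2.59 (standard error 0.23, adjusted p = 3.1e-05) in Cb and a log2 fold change of 1.08 (standard error 0.20, adjusted p = 0.0363) in F/M. The genotype effect on Serpina3n was not shown to differ between the regions (adjusted p = 0.402). In F/M, Serpina3n was not called without Tpp1−/− replicate 1 or 2 or control replicate 1, 2 or 3 (adjusted p = 0.199, 0.189, 0.185, 0.164 and 0.177), with adjusted p of 6.9e-11 to 0.199 over all alternatives.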

C4b, Serpina3n and GFAP are the most highly upregulated astrocytic genes in *Tpp1*^*−/−*^ F/M and  Cb (Fig. 2B). Interestingly, C4b and Serpina3n are also upregulated in cortical astrocytes with aging and are attributed to A1 astrocyte activation [74] that may trigger some synapse loss with normal aging and disease [75, 76]. Clearly, their expression curve which closely resembles that of GFAP, makes these two genes important markers of disease progression (see “Discussion”).

Transcriptional analysis of astrocytes in models of bacterial infection (lipopolysaccharide injection) and ischemic tissue damage have allowed for the determination of astrocytic gene markers upregulated in reactive astrocyte (PAN-reactive), and genes that define the specific reactive phenotypes of A1- and A2-astrocytes [72, 73]. When we analyzed changes in these genes during the progression of CLN2 disease, an upregulation of PAN- and A1-reactive genes was observed at 3 months; however, fewer A2-reactive genes were upregulated, but do appear to increase later at 4 months (Additional file 4). 

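Among the genes of reactive astrocytes, 6 of 13 PAN-reactive genes rose in 3-month Cb (9 adjusted over the list alone; camera, adjusted p = 8.2e-18, adjusted p = 0.0134 with an estimated correlation) and 3 in F/M (6 adjusted over the list alone; adjusted p = 1.1e-08, adjusted p = 0.0463 with an estimated correlation). Besides Gfap and Serpina3n they include Cd44, a hyaluronan receptor, with a log2 fold change of 0.73 (standard error 0.11, adjusted p = 0.00647) in Cb, and Timp1, an inhibitor of matrix metalloproteinases, with a log2 fold change of 2.31 (standard error 0.43, adjusted p = 0.0198) in Cb. Of 12 A1-reactive genes, 2 rose in Cb (2 adjusted over the list alone, adjusted p = 2.5e-05, adjusted p = 0.221 with an estimated correlation) and 0 in F/M (5 adjusted over the list alone, adjusted p = 7.6e-09, adjusted p = 0.131 with an estimated correlation). Fkbp5, a co-chaperone of the glucocorticoid receptor, had a log2 fold change of 0.73 (standard error 0.13, adjusted p = 0.0141) in Cb, and Psmb8, an immunoproteasome subunit, had a log2 fold change of 1.00 (standard error 0.23, adjusted p = 0.125) in F/M. Of 10 A2-reactive genes, 1 rose in Cb, Cd14 (adjusted p = 0.145 with an estimated correlation), and 0 in F/M (edgeR, 0 adjusted over the list alone, camera adjusted p = 0.0506). Timp1 was not called without control replicate 2 (adjusted p = 0.122), with adjusted p of 1.1e-06 to 0.136 over all alternatives.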

Since A2-reactive astrocytes have been proposed to be neuroprotective and important for mitigating neuroinflammation, this observation may indicate a failure to mount an effective anti-inflammatory response during the early symptomatic period of CLN2 disease.

We also observed upregulation of metallothionein I and II (*Mt1* and *Mt2*) zinc-binding proteins expressed by astrocytes, which play roles in metal homeostasis and free radical scavenging [77], and have been postulated to promote neural regeneration and survival following injury [78, 79].

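The metallothionein genes were abundant and variable at 3 months. Mt1 was at 173 ± 43.8 CPM (SD, n = 3) in control and 239 ± 99.2 CPM (SD, n = 3) in Tpp1−/− mice in Cb, with a log2 fold change of 0.46 (standard error 0.23, adjusted p = 0.780), and had a log2 fold change of 0.10 in F/M (adjusted p = 1). Mt2 was at 127 ± 21.4 CPM (SD, n = 3) in control and 181 ± 69.4 CPM (SD, n = 3) in Tpp1−/− mice in Cb, with a log2 fold change of 0.51 (standard error 0.20, adjusted p = 0.618), and had a log2 fold change of 0.19 in F/M (adjusted p = 1).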

### Neuronal-enriched mRNAs

With few exceptions, loss of transcripts involved in neuronal function correlates with increased neuroinflammation. Several members of the Fos and NUR families are downregulated as CLN2 disease progresses (Fig. 2C). These are immediate early genes involved in transcriptional regulation that are regulated by neuronal activity. *Fos*, *Fosb* and *Fosl2* encode for leucine zipper proteins that when dimerized with Jun, form AP-1 transcription factor complexes. In particular, c-Fos (encoded by *Fos*) and ∆FosB (a splicing form of *Fosb*) are better studied in brain as they are activated in response to synaptic stimulation, thereby mediating synaptic, structural plasticity and neuronal circuit remodeling in the striatum and nucleus accumbens [80, 81]. Interestingly, *Fos* was downregulated in both brain areas analyzed as early as 2 months.

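Fos, a subunit of the transcription factor AP-1 that neuronal activity induces, fell at 2 months with a log2 fold change of -0.68 (standard error 0.20, adjusted p = 0.0951) in F/M and a log2 fold change of -0.89 (standard error 0.20, adjusted p = 0.0203) in Cb. Npas4, another transcription factor induced by activity, fell with a log2 fold change of -0.89 (standard error 0.18, adjusted p = 0.0268) in F/M and a log2 fold change of -1.23 (standard error 0.26, adjusted p = 0.00968) in Cb. Of 25 immediate early genes, 5 fell in Cb (8 adjusted over the list alone, adjusted p = 7.0e-07, adjusted p = 0.205 with an estimated correlation), and 3 without Tpp1−/− replicate 2 or control replicate 1. In the same Cb libraries the mean log2 CPM of markers of forebrain neurons was 1.90 in control and 0.92 in Tpp1−/− mice, and that of markers of thalamus and midbrain 3.68 and 1.20. In F/M 4 fell and 1 rose (4 lower and 1 higher adjusted over the list alone, adjusted p = 2.7e-05, adjusted p = 0.277 with an estimated correlation). Of these, the lower ones numbered 1 without Tpp1−/− replicate 1 or control replicate 3 and 0 without Tpp1−/− replicate 3, and none was higher without Tpp1−/− replicate 1 or 3 or control replicate 1. In F/M, Fos was not called without Tpp1−/− replicate 1, 2 or 3 or control replicate 3 (adjusted p = 0.351, 0.109, 0.222 and 0.222), with adjusted p of 4.9e-08 to 0.351 over all alternatives. In the same region, Npas4 was not called without Tpp1−/− replicate 3 (adjusted p = 0.140), with adjusted p of 1.3e-10 to 0.140 over all alternatives. In Cb, Fos was not called without Tpp1−/− replicate 2 or control replicate 1 (adjusted p = 0.118 and 0.119), with adjusted p of 6.8e-13 to 0.119 over all alternatives.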

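The orphan nuclear receptor genes Nr4a1, Nr4a2 and Nr4a3, which are induced by neuronal activity, fell in 3-month Tpp1−/− Cb, with log2 fold changes of -0.67 (standard error 0.14, adjusted p = 0.0397), -0.65 (standard error 0.13, adjusted p = 0.0344) and -0.70 (standard error 0.16, adjusted p = 0.0917). In 3-month F/M the values were -0.52, -0.01 and -0.08, with adjusted p = 0.211, 1 and 1. In 2-month F/M, Nr4a1 fell from 64.8 ± 5.55 to 40.7 ± 0.545 CPM (SD, n = 3 each), a log2 fold change of -0.67 (standard error 0.17, adjusted p = 0.0556), and in 2-month Cb it had a log2 fold change of -0.42 (standard error 0.19, adjusted p = 0.468). Nr4a1 in 2-month F/M was not called without Tpp1−/− replicate 1 or 3 or control replicate 3 (adjusted p = 0.249, 0.188 and 0.169), with adjusted p of 1.1e-12 to 0.249 over all alternatives, and in 2-month Cb it was called without control replicate 2 (adjusted p = 0.0152), with adjusted p of 0.00214 to 0.954 over all alternatives. In 3-month Cb, Nr4a1 was not called without Tpp1−/− replicate 2 or 3 (adjusted p = 0.129 and 0.171) and fell below the fold minimum without control replicate 3 (log2 fold change -0.46), with adjusted p of 4.6e-05 to 0.418 over all alternatives, Nr4a2 fell below the fold minimum without Tpp1−/− replicate 1 or control replicate 3 (log2 fold change -0.53 and -0.50), with adjusted p of 8.3e-05 to 0.453 over all alternatives, and Nr4a3 was not called without Tpp1−/− replicate 3 or control replicate 1, 2 or 3 (adjusted p = 0.183, 0.139, 0.159 and 0.236) and fell below the fold minimum without Tpp1−/− replicate 1 (log2 fold change -0.53), with adjusted p of 9.8e-06 to 0.498 over all alternatives.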

Three members of the Nur transcription factor subfamily *Nr4a1* (Nur77), *Nr4a2* (Nurr1) and *Nr4a3* (Nor-1) are downregulated as CLN2 disease progresses; in particular, *Nr4a1* is downregulated as early as 2 months in the F/M region (Fig. 2C). These are orphan members of the nuclear receptor superfamily and can form heterodimers with each other or with the RXR retinoid receptor family. They are expressed in the motivation/reward circuit and the HPA axis where they play an integrative regulatory signaling role during stress and addiction [82]. Furthermore, levels of *Nr4a2* are downregulated in AD patients and in several AD mouse models [83–85].

Other members of the neuronal immediate early genes include activity-dependent transcription factors from the ERG family [86], which are also affected as disease progresses, especially in the F/M regions (see Erg4 in Fig. 3C). Also, cytomatrix proteins of the presynaptic active zone (i.e., *Bassoon* and *Piccolo*) are downregulated after 3 months of age, indicating structural presynaptic compromise late in disease progression.

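Among the Egr genes, zinc finger transcription factors induced by activity, Egr2 fell in 2-month F/M, with a log2 fold change of -0.98 (standard error 0.24, adjusted p = 0.0556), and Egr3 fell in 2-month Cb, with a log2 fold change of -2.10 (standard error 0.32, adjusted p = 4.6e-04), where the markers of forebrain neurons fell too (mean log2 CPM 1.90 in control and 0.92 in Tpp1−/− libraries). At 3 months, Egr4 was at 31.1 ± 5.27 CPM (SD, n = 3) in control and 16.2 ± 4.14 CPM (SD, n = 3) in Tpp1−/− mice in F/M, with a log2 fold change of -0.94 (standard error 0.22, adjusted p = 0.136), and had a log2 fold change of -0.72 (standard error 0.27, adjusted p = 0.587) in Cb. Egr1 had log2 fold changes of -0.22 (standard error 0.10, adjusted p = 0.798) and -0.28 (standard error 0.10, adjusted p = 0.518) in 3-month F/M and Cb. Of 25 immediate early genes, 1 fell in 3-month F/M, the antiproliferative gene Btg2 with a log2 fold change of -0.77 (standard error 0.10, adjusted p = 0.00334) (6 lower adjusted over the list alone, adjusted p = 0.0649 with an estimated correlation), and 4 fell in Cb (5 adjusted over the list alone, adjusted p = 0.358 with an estimated correlation). The Cb number was 2 without Tpp1−/− replicate 2 or 3 or control replicate 1, and 1 without control replicate 3. Egr2 was not called without Tpp1−/− replicate 1 or 3 or control replicate 3 (adjusted p = 0.296, 0.203 and 0.148), with adjusted p of 2.7e-05 to 0.296 over all alternatives.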

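At 3 months, Bsn, which encodes the presynaptic scaffold protein Bassoon, was at 521 ± 18.3 CPM (SD, n = 3) in control and 471 ± 20.2 CPM (SD, n = 3) in Tpp1−/− mice in F/M, with a log2 fold change of -0.15 (standard error 0.27, adjusted p = 1), and had a log2 fold change of -0.10 (standard error 0.27, adjusted p = 0.990) in Cb. Pclo, which encodes Piccolo, had log2 fold changes of 0.06 (standard error 0.19, adjusted p = 1) in F/M and 0.03 (standard error 0.19, adjusted p = 0.994) in Cb. Of 12 genes of the presynaptic active zone, 0 was called in Cb (edgeR, 0 adjusted over the list alone), with a median log2 fold change of -0.13 (camera, adjusted p = 0.0226, adjusted p = 0.600 with an estimated correlation). The list had an adjusted p of 1 in F/M.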

**Fig. 3:**
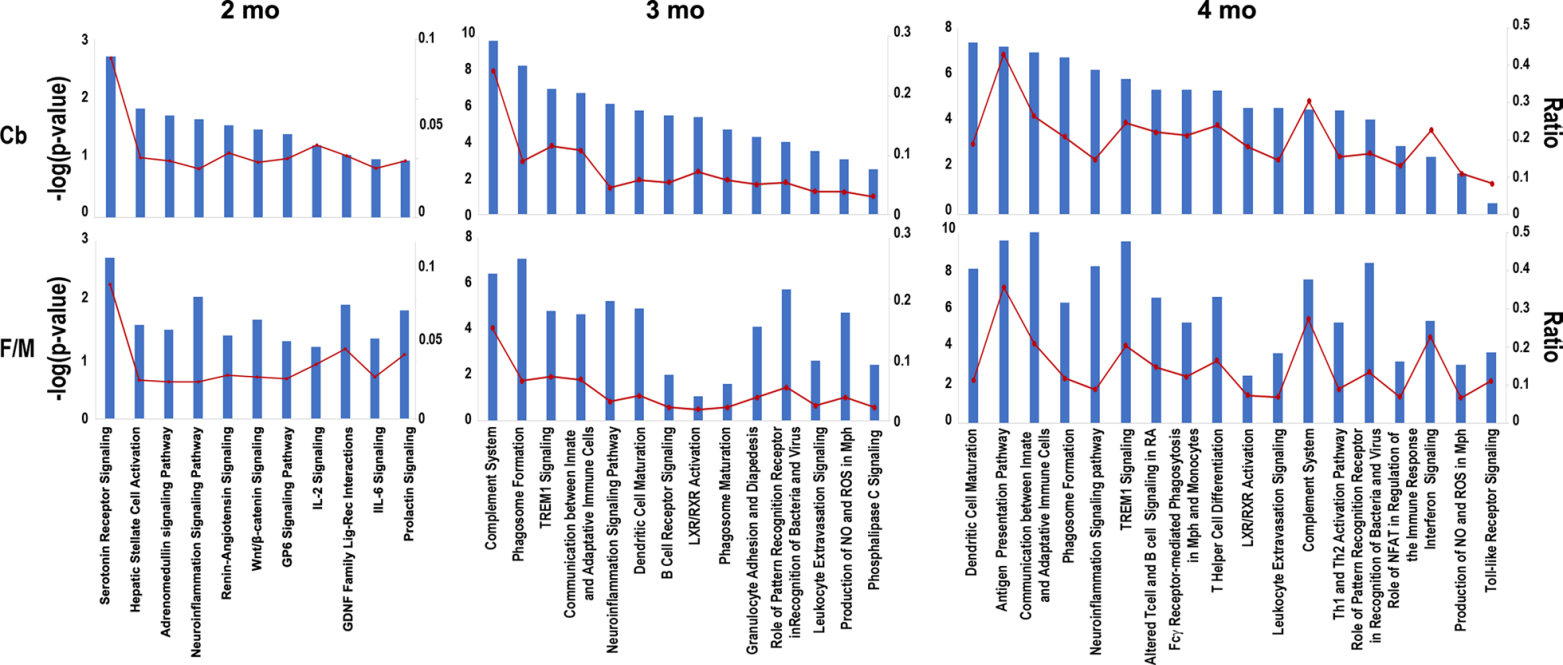
Ingenuity pathways analysis (IPA). DEG found in *Tpp1*^*−/−*^ vs control mouse cerebellum (Cb) and fore- and mid-brain (F/M) regions were used in the analysis. Selected canonical pathways were identified using IPA gene ontology algorithms for F/M and Cb areas scored as − log(*p*-value) from Fisher’s exact test, set here to a threshold of 1.25. The ratio (red dots connected by a line) indicates the ratio of genes from the data set that map to the pathway divided by the total number of genes that map to the same pathway. For a complete list of canonical pathways and genes involved, see Additional file 5

### Choroid plexus genes

One of the most surprising findings of this comprehensive RNA-seq analysis during the pre-symptomatic periods (1–2 months) is the upregulation of many genes expressed almost exclusively in the ChPx (Fig. 2D). 

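A list of 19 genes from the text of the paper holds its choroid plexus genes and Drc7, which it names apart as a cilia component. Of these 19, 12 rose in 2-month Tpp1−/− F/M (15 adjusted over the list alone), with a median log2 fold change of 0.79 (camera, adjusted p = 1.7e-17, adjusted p = 0.131 with an estimated correlation). Drc7 was not among the 12. Only 2 rose without Tpp1−/− replicate 1, 3 without control replicate 3 and 5 without Tpp1−/− replicate 3. The study chose this list on these samples, so it is not independent evidence of direction. Slc4a5, a sodium bicarbonate cotransporter of the ChPx epithelium, was at 1.93 ± 0.487 CPM (SD, n = 3) in control and 5.14 ± 1.26 CPM (SD, n = 3) in Tpp1−/− mice, with a log2 fold change of 1.43 (standard error 0.20, adjusted p = 0.00202). Prlr, the prolactin receptor, was at 9.02 ± 2.23 CPM (SD, n = 3) in control and 19.8 ± 3.31 CPM (SD, n = 3) in Tpp1−/− mice, with a log2 fold change of 1.13 (standard error 0.16, adjusted p = 0.00202). Both kept their call without any 1 library. The mean log2 CPM of the list was 1.97 ± 0.44 in control and 2.86 ± 0.33 in Tpp1−/− libraries (mean log2 CPM, SD, n = 3 each). Its range between 3 mice of a genotype in the 8 groups of 1 and 3 months had a median of 0.384 and a maximum of 1.14. In the same F/M libraries, markers of granule cells differed by 0.33 and those of the brainstem by 0.93 between the genotypes. The paper proposes from its ChPx genes a role of this tissue in the initiation of the disease. It also reports higher Aqp1, Clic6, Kl, Prlr and Ttr in 2-month F/M by quantitative PCR, which was not analysed here.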

In the F/M region which includes the lateral and third ventricle, a significant transcriptional increase in 29 genes expressed in the ChPx was observed. 

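In 2-month Cb, 13 genes of the same list of 19 rose, the cilia gene Drc7 among them (17 adjusted over the list alone), with a median log2 fold change of 0.69 (camera, adjusted p = 2.9e-30, adjusted p = 0.0306 with an estimated correlation). Without control replicate 2, 7 of them rose. Slc4a5 and Prlr had log2 fold changes of 0.78 (standard error 0.13, adjusted p = 1.0e-03) and 0.90 (standard error 0.14, adjusted p = 5.6e-04) there. Aqp1, a water channel of the apical membrane, was at 5.04 ± 0.392 CPM (SD, n = 3) in control and 9.84 ± 0.247 CPM (SD, n = 3) in Tpp1−/− mice, with a log2 fold change of 0.96 (standard error 0.21, adjusted p = 0.0120). At 1 month in Cb, 0 genes of the list were called (7 adjusted over the list alone; 1 without Tpp1−/− replicate 3), and 19 of 19 had a positive log2 fold change with a median of 0.60 (edgeR; camera, adjusted p = 2.3e-12, adjusted p = 0.242 with an estimated correlation). Ttr, transthyretin, was at 512 ± 309 CPM (SD, n = 3) in control and 950.2 ± 188 CPM (SD, n = 3) in Tpp1−/− mice at 1 month, with a log2 fold change of 0.89 (standard error 0.32, adjusted p = 0.630). The mean log2 CPM of the list in Cb was 3.31 ± 0.08 in control and 4.05 ± 0.04 in Tpp1−/− mice at 2 months (SD, n = 3 each). In the same 2-month Cb libraries, brainstem markers were at 1.23 and -0.24. The study chose this list on these samples, so it is not independent evidence of direction.

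**Figure D2:**
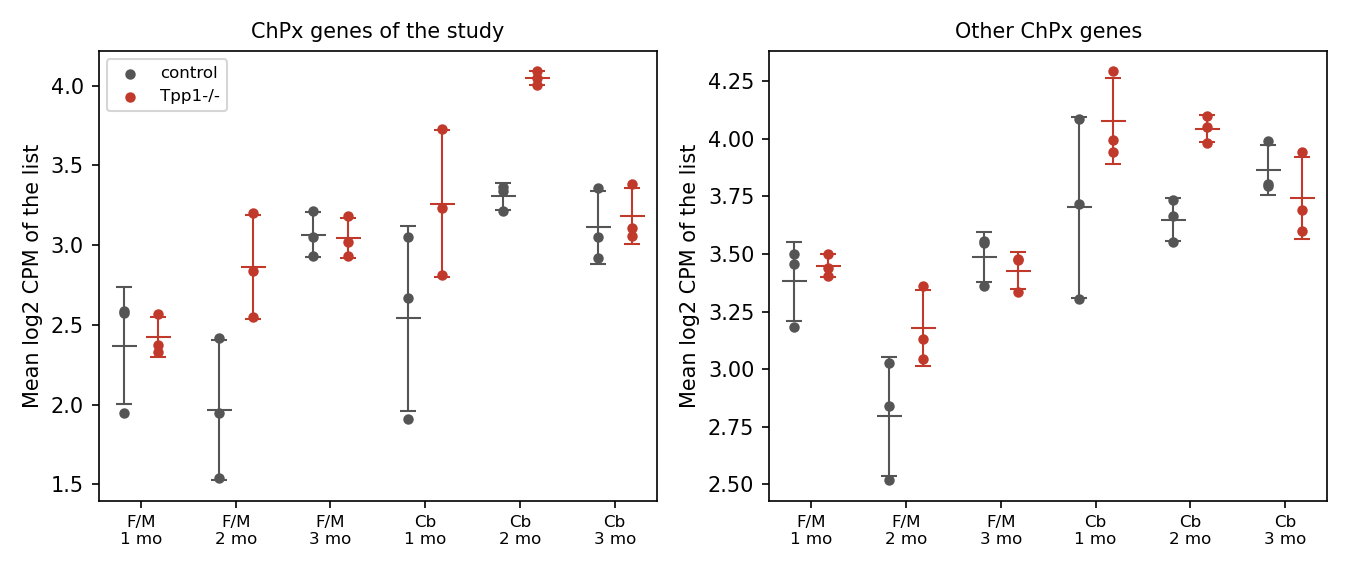
Mean log2 CPM of the choroid plexus list named in the paper, with Drc7, and of a list fixed without it, in each library, by age, region and genotype. Points are libraries and the bars are the mean ± SD of 3 mice. The list of the paper in 2-month Cb lies at 3.31 in control and 4.05 in Tpp1−/− mice.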

In the Cb region, ChPx genes from the fourth ventricle were also increased significantly by 2 months; however, increases in some of these genes were also detected, albeit not significantly, as early as 1 month of age. Thus, these subtle changes in the fourth ventricle ChPx are the first observed transcriptional changes in diseased brains. 

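Some of the other choroid plexus genes that the paper names were called at 2 months and some were not. Col8a1, a short-chain collagen, had a log2 fold change of 0.87 (standard error 0.12, adjusted p = 1.4e-04) in Cb and a log2 fold change of 0.54 (standard error 0.14, adjusted p = 0.0627) in F/M, below the fold minimum. Oca2, a melanosomal membrane protein, had a log2 fold change of 1.53 (standard error 0.26, adjusted p = 0.00156) in Cb and a log2 fold change of 1.06 (standard error 0.31, adjusted p = 0.103) in F/M. Sostdc1, a BMP and Wnt antagonist, had a log2 fold change of 0.92 (standard error 0.18, adjusted p = 0.00430) in Cb. Lbp, a binding protein for lipopolysaccharide, and Tmem72, a membrane protein of the ChPx, had log2 fold changes of 0.71 (standard error 0.16, adjusted p = 0.0404) and 1.24 (standard error 0.23, adjusted p = 0.0162) in F/M. Ttr had log2 fold changes of 0.56 (standard error 0.21, adjusted p = 0.198) in F/M and 0.61 (standard error 0.21, adjusted p = 0.229) in Cb, and Folr1, a folate receptor, had 0.58 and 0.56 (adjusted p = 0.395 and 0.448), and in F/M it was called without control replicate 2 (adjusted p = 0.0686), with adjusted p of 0.0519 to 0.731 over all alternatives. Pon3, a lactonase, had 0.72 and 0.59 (adjusted p = 0.147 and 0.177). In F/M, Lbp was not called without Tpp1−/− replicate 1 or control replicate 3 (adjusted p = 0.190 and 0.119) and fell below the fold minimum without control replicate 1 (log2 fold change 0.53), with adjusted p of 5.5e-04 to 0.190 over all alternatives, and Tmem72 was not called without Tpp1−/− replicate 1 (adjusted p = 0.162), with adjusted p of 3.4e-10 to 0.162 over all alternatives. In F/M, Ttr was called without control replicate 2 (adjusted p = 0.00269), with adjusted p of 6.2e-12 to 0.488 over all alternatives, Col8a1 was called without Tpp1−/− replicate 2 or control replicate 2 (adjusted p = 0.0193 and 0.0501), with adjusted p of 0.0183 to 0.366 over all alternatives, and Oca2 was called without Tpp1−/− replicate 2 or control replicate 2 (adjusted p = 0.0849 and 0.0396), with adjusted p of 0.0396 to 0.431 over all alternatives.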

The genes include: structural extracellular matrix genes (i.e., *Col4a4*, *Col8a1*); secreted proteins (i.e., *Coagulation factor 5* (F5), *Klotho* (Kl), *Sclerostin domain-containing protein 1* (*Sostdc1*), *Lipopolysaccharide binding protein* (*Lbp*), *Paraoxonase 3* (*Pon3*), *Transthyretin* (*Ttr*)); transporters (i.e., *Sodium bicarbonate cotransporter* (*Slc4a5*), *Melanocyte-specific transporter protein* (*Oca2*), A*quaporin 1* (*Aqp1*), *Chloride intracellular channel 6* (*Clic6*), *Glucose transporter type 12* (*Slc2a12*)); tight junction components (i.e., *Claudin 2* (*Cldn2*)); receptors (i.e., *Prolactin receptor* (*Prlr*), *Folate receptor alpha* (*Folr1*)); integral component of secretory epithelium membrane (i.e., *Tmem72*); enzymes (*Retinol dehydrogenase 5* (*Rdh5*).

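Drc7, a subunit of the nexin-dynein regulatory complex of motile cilia, was at 4.09 ± 0.563 CPM (SD, n = 3) in control and 6.72 ± 0.920 CPM (SD, n = 3) in Tpp1−/− mice in 2-month Cb, with a log2 fold change of 0.74 (standard error 0.20, adjusted p = 0.0584), and had a log2 fold change of 0.79 (standard error 0.24, adjusted p = 0.105) in F/M. The genotype effect was not shown to differ between the regions (adjusted p = 0.977). In Cb, Drc7 was not called without Tpp1−/− replicate 1 or 2 or control replicate 2 or 3 (adjusted p = 0.179, 0.240, 0.321 and 0.133), with adjusted p of 2.2e-04 to 0.321 over all alternatives. In F/M it was called without Tpp1−/− replicate 2 or control replicate 2 (adjusted p = 0.0880 and 0.0129), with adjusted p of 0.00469 to 0.424 over all alternatives.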

As well, the cilia component (*Dynein regulatory complex Subunit 7* (*Drc7*) was upregulated in cerebellum. Other upregulated cilia components were identified by EnrichGo in the F/M region (i.e., *Adenylate kinase 7* (*Ak7*), several dynein heavy chains (including *Dnah10, 11, 12, 3, 6* and *7b*) and *Sperm flagellar protein 2* (*Spef2*)). These components are involved in cilia motility, characteristic of the ependymal cells lining the ventricles [87]. In contrast, ChPx cells contain non-motile (9 + 0 configuration) cilia whose function is still not clearly understood [88, 89].

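Of the 8 cilia genes that the paper names for 2-month F/M, 6 rose (8 adjusted over the list alone; camera, adjusted p = 5.3e-08, adjusted p = 0.0134 with an estimated correlation), and the study chose the list on these samples, so it is not independent evidence of direction. None of the 8 rose without Tpp1−/− replicate 1 or control replicate 3, 1 without Tpp1−/− replicate 3 and 3 without control replicate 2. The axonemal dynein heavy chain genes Dnah6, Dnah10 and Dnah3 had log2 fold changes of 0.65 (standard error 0.13, adjusted p = 0.0280), 0.70 (standard error 0.17, adjusted p = 0.0551) and 0.97 (standard error 0.24, adjusted p = 0.0556). Dnah11 and Spef2, a protein of sperm flagella, had log2 fold changes of 0.91 (standard error 0.27, adjusted p = 0.106) and 0.72 (standard error 0.22, adjusted p = 0.107). Of 24 motile cilia genes fixed without the paper's genes, 0 was called in F/M (edgeR, 3 adjusted over the list alone; 1 without Tpp1−/− replicate 2 or control replicate 1 or 3), with a median log2 fold change of 0.27 (adjusted p = 2.0e-05, adjusted p = 0.0394 with an estimated correlation). Foxj1, the master regulator of motile ciliogenesis, had a log2 fold change of 0.55 (standard error 0.14, adjusted p = 0.0673), below the fold minimum. In the same libraries the choroid plexus list differed by 0.897 log2 units between the genotypes. Dnah6 was not called without Tpp1−/− replicate 1 or control replicate 3 (adjusted p = 0.172 and 0.119), with adjusted p of 0.00742 to 0.172 over all alternatives, Dnah10 was not called without Tpp1−/− replicate 1 or 3 or control replicate 2 or 3 (adjusted p = 0.267, 0.162, 0.111 and 0.148), with adjusted p of 0.0399 to 0.267 over all alternatives, and Dnah3 was not called without Tpp1−/− replicate 1 or 3 or control replicate 2 or 3 (adjusted p = 0.271, 0.187, 0.139 and 0.140), with adjusted p of 0.0326 to 0.271 over all alternatives. Dnah11 was called without control replicate 1 (adjusted p = 0.0849), with adjusted p of 0.00138 to 0.359 over all alternatives, Spef2 was called without control replicate 2 (adjusted p = 0.0626), with adjusted p of 0.0124 to 0.468 over all alternatives, and Foxj1 was called without Tpp1−/− replicate 2 or control replicate 3 (adjusted p = 0.0279 and 0.0943), with adjusted p of 0.00692 to 0.308 over all alternatives.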

### Pathway analysis

Ingenuity pathway analysis (IPA) identified functional canonical pathways that are linked to DEGs in control vs *Tpp1*^*−/−*^ brain regions at different ages (2–4 months). Analysis at 1 month is not presented since there were only a few significant DEGs found. A selection of the biologically relevant pathways affected by the CLN2 disease model are depicted in Fig. 3 and the full list of pathways, their activation scores and genes implicated are provided in Additional file 5. 

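The molecules that the paper's tables list for neuroinflammation signaling were largely different genes at 2 and 3 months. In 2-month F/M, 2 of 5 tested molecules rose and 2 fell, and none was called without Tpp1−/− replicate 1 or 3 or control replicate 3. Kl, the anti-ageing protein klotho, had a log2 fold change of 0.93 (standard error 0.21, adjusted p = 0.0405), and Ptgs2, cyclooxygenase 2, had a log2 fold change of -0.67 (standard error 0.14, adjusted p = 0.0312). In 2-month Cb, 1 of 7 tested rose, Kl, with a log2 fold change of 0.69 (standard error 0.18, adjusted p = 0.0552), and 6 fell, in libraries where the mean log2 CPM of markers of forebrain neurons was 1.90 in control and 0.92 in Tpp1−/− mice, and that of markers of thalamus and midbrain 3.68 and 1.20. Without control replicate 1, 3 of these fell. At 3 months, 9 of 9 tested rose in F/M and 12 of 12 in Cb. The F/M number was 1 without Tpp1−/− replicate 2 or control replicate 2, 2 without Tpp1−/− replicate 1 and 3 without control replicate 1 or 3, and that of Cb was 7 without control replicate 1. For LXR/RXR activation, 2 of 5 tested molecules rose in 2-month Cb and 1 fell, among the higher ones Lbp, with a log2 fold change of 0.61 (standard error 0.14, adjusted p = 0.0168), and 6 of 6 rose in 3-month Cb. In 2-month Cb, 1 of the 5 rose in each fit without 1 library, and none fell without Tpp1−/− replicate 1 or control replicate 2. The study chose these molecules from its own DEGs, so they are not independent evidence of direction. In F/M, Kl was not called without Tpp1−/− replicate 1 or 3 or control replicate 3 (adjusted p = 0.300, 0.123 and 0.140), with adjusted p of 3.6e-19 to 0.300 over all alternatives, and Ptgs2 was not called without Tpp1−/− replicate 1 or 3 or control replicate 3 (adjusted p = 0.127, 0.131 and 0.119) and fell below the fold minimum without control replicate 1 (log2 fold change -0.57), with adjusted p of 2.9e-07 to 0.131 over all alternatives. In Cb, Kl was not called without Tpp1−/− replicate 1 or 3 or control replicate 2 or 3 (adjusted p = 0.199, 0.149, 0.291 and 0.207), with adjusted p of 6.8e-15 to 0.291 over all alternatives, and Lbp fell below the fold minimum without Tpp1−/− replicate 2 or control replicate 1 (log2 fold change 0.56 and 0.56), with adjusted p of 1.4e-04 to 0.0969 over all alternatives.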

Only 2 pathways are consistently identified at all ages, i.e., neuroinflammation signaling and LXR/RXR activation. As disease progresses, the number of genes associated with the neuroinflammation signaling pathway increases, perhaps denoting the establishment of a chronic inflammation profile. Also, unlike at 2 months, a closely related number of pathways largely implicated in the immune response are involved in the symptomatic period of the disease (3–4 months) (Additional file 6) including: TREM signaling, phagosome formation, leukocyte extravasation signaling and production of NO and ROS signaling. 

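Between 2 and 3 months, the genotype effect differed for 80 genes in F/M and 261 in Cb (edgeR, 17828 genes tested), where the ages also differ in annotation and counting and, by Xist and Y-linked counts, in sex. Of 40 splits of the libraries, 3 with the real one included gave as many genes in Cb, with up to 370, and only the real one in F/M. Of the molecules listed for neuroinflammation signaling at 3 months, Cybb, a subunit of the phagocyte NADPH oxidase, had log2 fold changes of 1.61 (standard error 0.25, adjusted p = 0.00565) in Cb and 1.39 (standard error 0.27, adjusted p = 0.0449) in F/M, and Hmox1, heme oxygenase 1, had 0.99 (standard error 0.18, adjusted p = 0.0285) in F/M and 0.76 (standard error 0.17, adjusted p = 0.0768) in Cb. In F/M, Cybb was not called without Tpp1−/− replicate 1 or 2 or control replicate 1 or 2 (adjusted p = 0.231, 0.225, 0.307 and 0.252), with adjusted p of 5.1e-04 to 0.307 over all alternatives, and Hmox1 was not called without Tpp1−/− replicate 2 or control replicate 2 or 3 (adjusted p = 0.153, 0.186 and 0.119), with adjusted p of 9.0e-04 to 0.186 over all alternatives. In Cb, Hmox1 was not called without Tpp1−/− replicate 3 or control replicate 1, 2 or 3 (adjusted p = 0.121, 0.206, 0.335 and 0.107), with adjusted p of 0.0176 to 0.498 over all alternatives. The F/M count of 80 was 25 without 2-month Tpp1−/− replicate 3, 26 without 2-month Tpp1−/− replicate 1, 39 without 2-month control replicate 1 or 3, 29 without 3-month control replicate 1, 33 without 3-month control replicate 2, 35 without 3-month Tpp1−/− replicate 3, 53 without 3-month Tpp1−/− replicate 2, 192 without 3-month control replicate 3 and 217 without 3-month Tpp1−/− replicate 1.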

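Receptors of phagocytes rose at 3 months among the molecules that the paper lists for its immune pathways. For phagosome formation, 6 of 7 tested molecules rose in F/M and Prkcd, a protein kinase C isoform, fell (log2 fold change -0.81 (standard error 0.15, adjusted p = 0.0363)), and 10 of 10 rose in Cb. The higher ones of F/M numbered 2 without Tpp1−/− replicate 2 or control replicate 2 and 3 without Tpp1−/− replicate 3 or control replicate 1 or 3. For TREM1 signaling, 5 of 5 rose in F/M and 7 of 7 in Cb, and in F/M 1 rose without Tpp1−/− replicate 2 or control replicate 2 and 2 without any other library. For leukocyte extravasation, 3 of 5 rose and 1 fell in F/M, and 7 of 8 rose in Cb, and in F/M 1 rose without Tpp1−/− replicate 1 or 2 or control replicate 1 or 2. In lists fixed without the pathway tables, 5 of 15 Fc receptor and phagosome genes rose in Cb (8 adjusted over the list alone, adjusted p = 0.0150 with an estimated correlation) and 2 in F/M (7 adjusted over the list alone, adjusted p = 0.0164 with an estimated correlation). In F/M none of the 15 rose without Tpp1−/− replicate 2 or control replicate 1 or 2, and 1 without Tpp1−/− replicate 3 or control replicate 3. Fcgr3 and Fcgr2b, an activating and an inhibitory receptor for immunoglobulin G, had log2 fold changes of 1.20 (standard error 0.16, adjusted p = 0.00139) and 1.73 (standard error 0.23, adjusted p = 0.00158) in Cb. Of 8 genes of phagocyte oxidase and nitric oxide, 3 rose in Cb (6 adjusted over the list alone, adjusted p = 0.0134 with an estimated correlation) and 2 in F/M (4 adjusted over the list alone, adjusted p = 0.0141 with an estimated correlation), where 0 rose without Tpp1−/− replicate 2 or control replicate 2 and 1 without Tpp1−/− replicate 1 or control replicate 1 or 3. Prkcd was not called without control replicate 1 or 2 (adjusted p = 0.136 and 0.202), with adjusted p of 3.7e-08 to 0.244 over all alternatives.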

In order to confirm these age pair-wise observations, a comparison analysis of the canonical pathways across all ages was performed on the IPA platform. Results indicate that the neuroinflammation signaling pathway, dendritic cell maturation, TREM1 signaling, role of NFAT in immune response regulation, and production of NO and ROS in macrophages are the most highly activated pathways (positive z-score) at 3 and 4 months in both brain areas analyzed (Fig. 4A), while stronger statistical changes were associated with communication between innate and adaptive immune cells, phagosome formation, complement system, Trem1 signaling and neuroinflammation signaling pathways (Fig. 4B). It is also important to notice that the z-scores increased with age and that they are higher in Cb than in F/M for all of these prominent pathways confirming our aforementioned assertions that Cb is more affected by the lack of Tpp1 and that neuroinflammation increases with age.

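The genotype effects of 3 lists can be set side by side in 3-month Cb and F/M. Stage 2 genes of disease-associated microglia had median log2 fold changes of 1.84 in Cb and 0.98 in F/M. Interferon-stimulated genes had 0.47 in Cb and 1.13 in F/M. Chemokines had 2.41 and 1.62. Of all 17224 genes tested at 3 months, 604 had an unadjusted p under 0.05 for a difference between the regions (edgeR). This is a smaller share than the 0.05 that chance gives, so the count shows no excess of regional differences. The difference between regions was not tested for whole lists.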

**Fig. 4:**
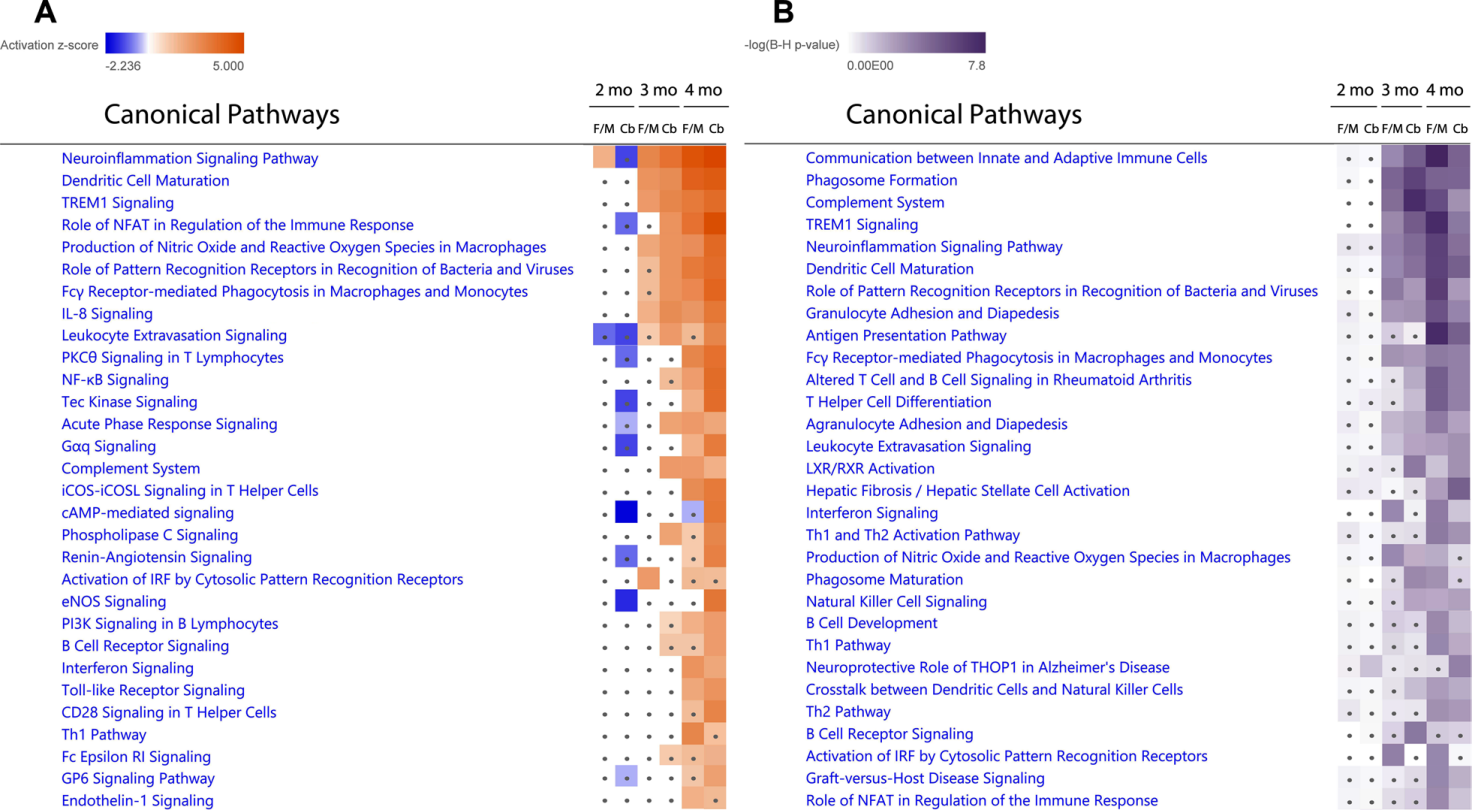
Comparison analysis of canonical pathways across ages using IPA. DEGs found in *Tpp1*^*−/−*^ vs control mouse cerebellum (Cb) and fore- and mid-brain (F/M) regions at 2–4 months were used in the analysis. Thirty top z-scores (**A**) and – log of Benjamini–Hochberg corrected *p*-value (**B**) are represented as a heatmap. Orange and blue colored *z*-scores represent activation and suppression, respectively. Dots indicate activation scores below 1.64 for A and corrected *p* > 0.05 for B

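Interferon-stimulated genes rose at 3 months in F/M and Cb. Of 32 genes, 18 rose in F/M (26 adjusted over the list alone; camera, adjusted p = 7.8e-58, adjusted p = 0.0134 with an estimated correlation) and 3 in Cb (12 adjusted over the list alone; adjusted p = 1.2e-16, adjusted p = 0.0463 with an estimated correlation). In F/M 10 rose without Tpp1−/− replicate 2 or control replicate 1 or 2 and 11 without Tpp1−/− replicate 1 or control replicate 3, and in Cb 1 rose without Tpp1−/− replicate 3 or control replicate 1, 2 or 3. Lgals3bp, a galectin-3 ligand, was at 14.3 ± 0.531 CPM (SD, n = 3) in control and 40.5 ± 6.07 CPM (SD, n = 3) in Tpp1−/− mice in F/M, with a log2 fold change of 1.50 (standard error 0.12, adjusted p = 1.7e-05), and had a log2 fold change of 1.15 (standard error 0.12, adjusted p = 1.2e-04) in Cb. Oasl2, an oligoadenylate synthetase-like protein, and Irf9, a subunit of the interferon-activated factor ISGF3, had log2 fold changes of 1.72 (standard error 0.20, adjusted p = 0.00139) and 0.91 (standard error 0.13, adjusted p = 0.00509) in F/M. Mx1, an antiviral GTPase, had a log2 fold change of 3.26 (standard error 0.47, adjusted p = 0.00575) in F/M and a log2 fold change of 2.45 (standard error 0.55, adjusted p = 0.0738) in Cb. None of these genes passed the test of a difference between the regions (adjusted p = 1 for Lgals3bp). In Cb, Mx1 was not called without Tpp1−/− replicate 2 or 3 or control replicate 1, 2 or 3 (adjusted p = 0.167, 0.150, 0.269, 0.268 and 0.154), with adjusted p of 0.00919 to 0.269 over all alternatives.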

Analysis of upstream regulators identified the proinflammatory cytokine interferon gamma (IFNG) as one of the possible regulators of the inflammatory response progression at 3–4 months in both F/M and Cb (Cb 4 months: *p*-value: 1.6e^−26^, Activation *z*-score: 7.1; F/M 4 months: *p*-value: 9.9e^−33^, Activation z-score: 6.3; Cb 3 months: *p*-value: 1.1e^−17^, Activation *z*-score: 4.0; F/M 3 months: *p*-value: 3.8e^−18^, Activation *z*-score: 3.5) leading to TLR2 activation and NFkB complex formation indicated by their mechanistic network (Additional file 7). At 2 months, the estrogen receptor 1 (Esr1) is identified as an upstream regulator (F/M *p*-value: 7.7e^−10^, Activation *z*-score: 2.; Cb *p*-value: 2.7e^−13^, Activation *z*-score: 3.1), linking for the most part ChPx components (Additional file 8). Upstream regulator comparisons across all ages and brain areas was performed and top 30 *z*-score and *p* values are represented in Additional file 9. Please note that only the genes marked with arrows were detected to also change their transcriptional levels at either 3 of 4 months of age. This analysis confirms IFNG and IFNAR (interferon α/β receptor) as the most significant upstream regulators of disease progression with positive *z*-scores that increase with age.

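Ifnar1 and Ifnar2, the subunits of the interferon α/β receptor, were measured at 3 months and passed no test. Ifnar1 had log2 fold changes of 0.01 (standard error 0.09, adjusted p = 1) in F/M and 0.03 (standard error 0.09, adjusted p = 0.992) in Cb. Ifnar2 had 0.06 (standard error 0.14, adjusted p = 1) in F/M and 0.18 (standard error 0.14, adjusted p = 0.941) in Cb. Ifit3b, an antiviral protein that interferons induce, rose in F/M, with a log2 fold change of 1.29 (standard error 0.16, adjusted p = 0.00139). Ifi204, an interferon-induced sensor of DNA, had a log2 fold change of 2.25 (standard error 0.39, adjusted p = 0.0223) in F/M and was not called without Tpp1−/− replicate 1 or 2 or control replicate 1 or 2 (adjusted p = 0.105, 0.111, 0.137 and 0.138), with adjusted p of 5.8e-06 to 0.147 over all alternatives. The paper names interferon γ and this receptor as regulators of progression from a regulator analysis that was not run here.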

IPA analysis of the neurological disease networks showed that while inflammation of the nervous system is the statistically highest networks associations at 3 and 4 months in *Tpp1*^*−/−*^ Cb and F/M regions, at 2 months, abnormal morphology of the nervous system and seizures were the most prominent associations in F/M and Cb, respectively (Additional file 10).

### Analysis of choroid plexus alterations at 2 months

As mentioned, about 29 ChPx expressed genes were found to be upregulated in 2-month-old brains of *Tpp1*^*−/−*^ animals. We further confirmed some of these gene expression differences by qPCR and mRNA in situ hybridization. Transcript levels of *Aqp1, Clic6, Kl, Prlr* and *Ttr* were upregulated at 2 months by qPCR in the F/M area (Fig. 5A). As well, Kl and Lbp mRNAs showed increased levels in the epithelial layer of the ChPx located in the lateral and fourth ventricles of *Tpp1*^*−/−*^ brains by in situ hybridization (Fig. 5B). It is important to note that although 4-month Tpp1^−/−^ brains always showed enlarged lateral ventricles, probably due to thinning of the cortex, this is rarely observed in 2-month-old brains.

**Fig. 5:**
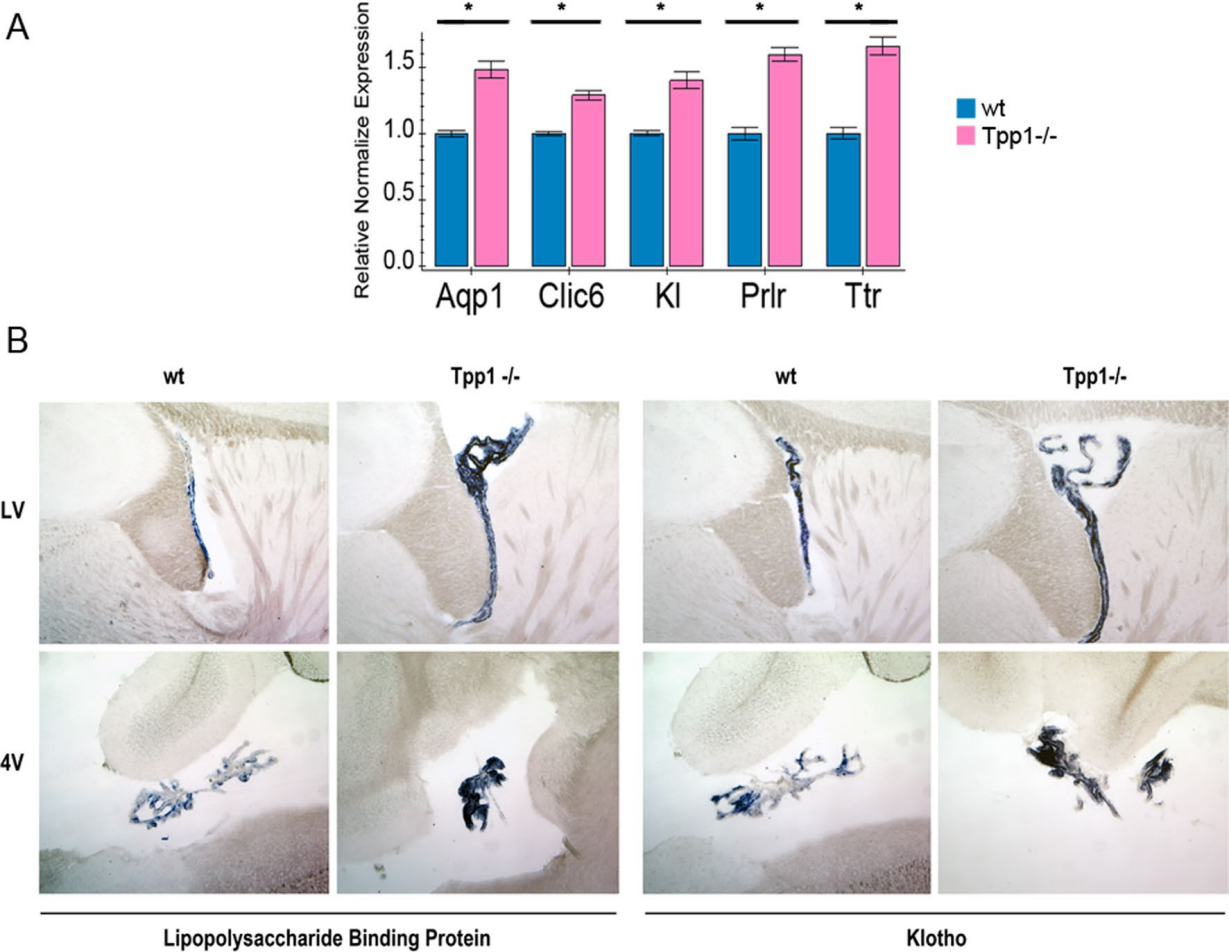
Increase in choroid plexus gene expression in *Tpp1*^−/−^ brains. **A** Relative transcript expression of 5 genes upregulated in *Tpp1*^*−/−*^ choroid plexus were quantified by qPCR in independent F/M RNA extractions, performed in triplicate. Relative normalized expression values were determined from the ΔΔCt for the indicated target genes relative to Ppia (peptidylprolyl isomerase A) expression in control brains (wt). *p < 0.001; **B** Expression pattern of *Lipopolysaccharide binding protein* and *Klotho* (blue staining) in the lateral and 4th ventricle of *Tpp1*^*−/−*^ and control choroid plexus detected by mRNA in situ hybridization

We also explored the possibility of increased cell division in 2-month ChPx from *Tpp1*^*−/−*^ brains by BrdU incorporation and Ki67 staining. As previously reported, cell division is seldom observed in adult ChPx brains [90, 91], and this was also confirmed for ChPx in *Tpp1*^*−/−*^ animals (data not shown). Thus, it was not possible to perform quantitative analysis of the proliferative cells, but allowed us to conclude that increased epithelial proliferation does not account for the transcriptional upregulations observed in ChPx of *Tpp1*^*−/−*^ brains.

Lastly, we established whether lack of *Tpp1*^*−/−*^ per se could be affecting the ChPx epithelium by staining with anti-mitochondrial *F*_1_*F*_0_ ATP synthase, subunit C antibody (SubC) in order to follow lipofuscin accumulation. Levels of SubC were significantly increased in the cortex of 2-month-old *Tpp1*^*−/−*^ brains compared to wt, and expression substantially increased by 4 months as determine by the number of cells and the area stained (Fig. 6, Additional file 11). Similar to cortex, ChPx epithelium expressed detectable SubC levels at 2 months and significantly higher levels at 4 months, suggesting that the lack of Tpp1 could be affecting lysosomal functions in ChPx as early as 2 months of age (Fig. 6, Additional file 11).

**Fig. 6:**
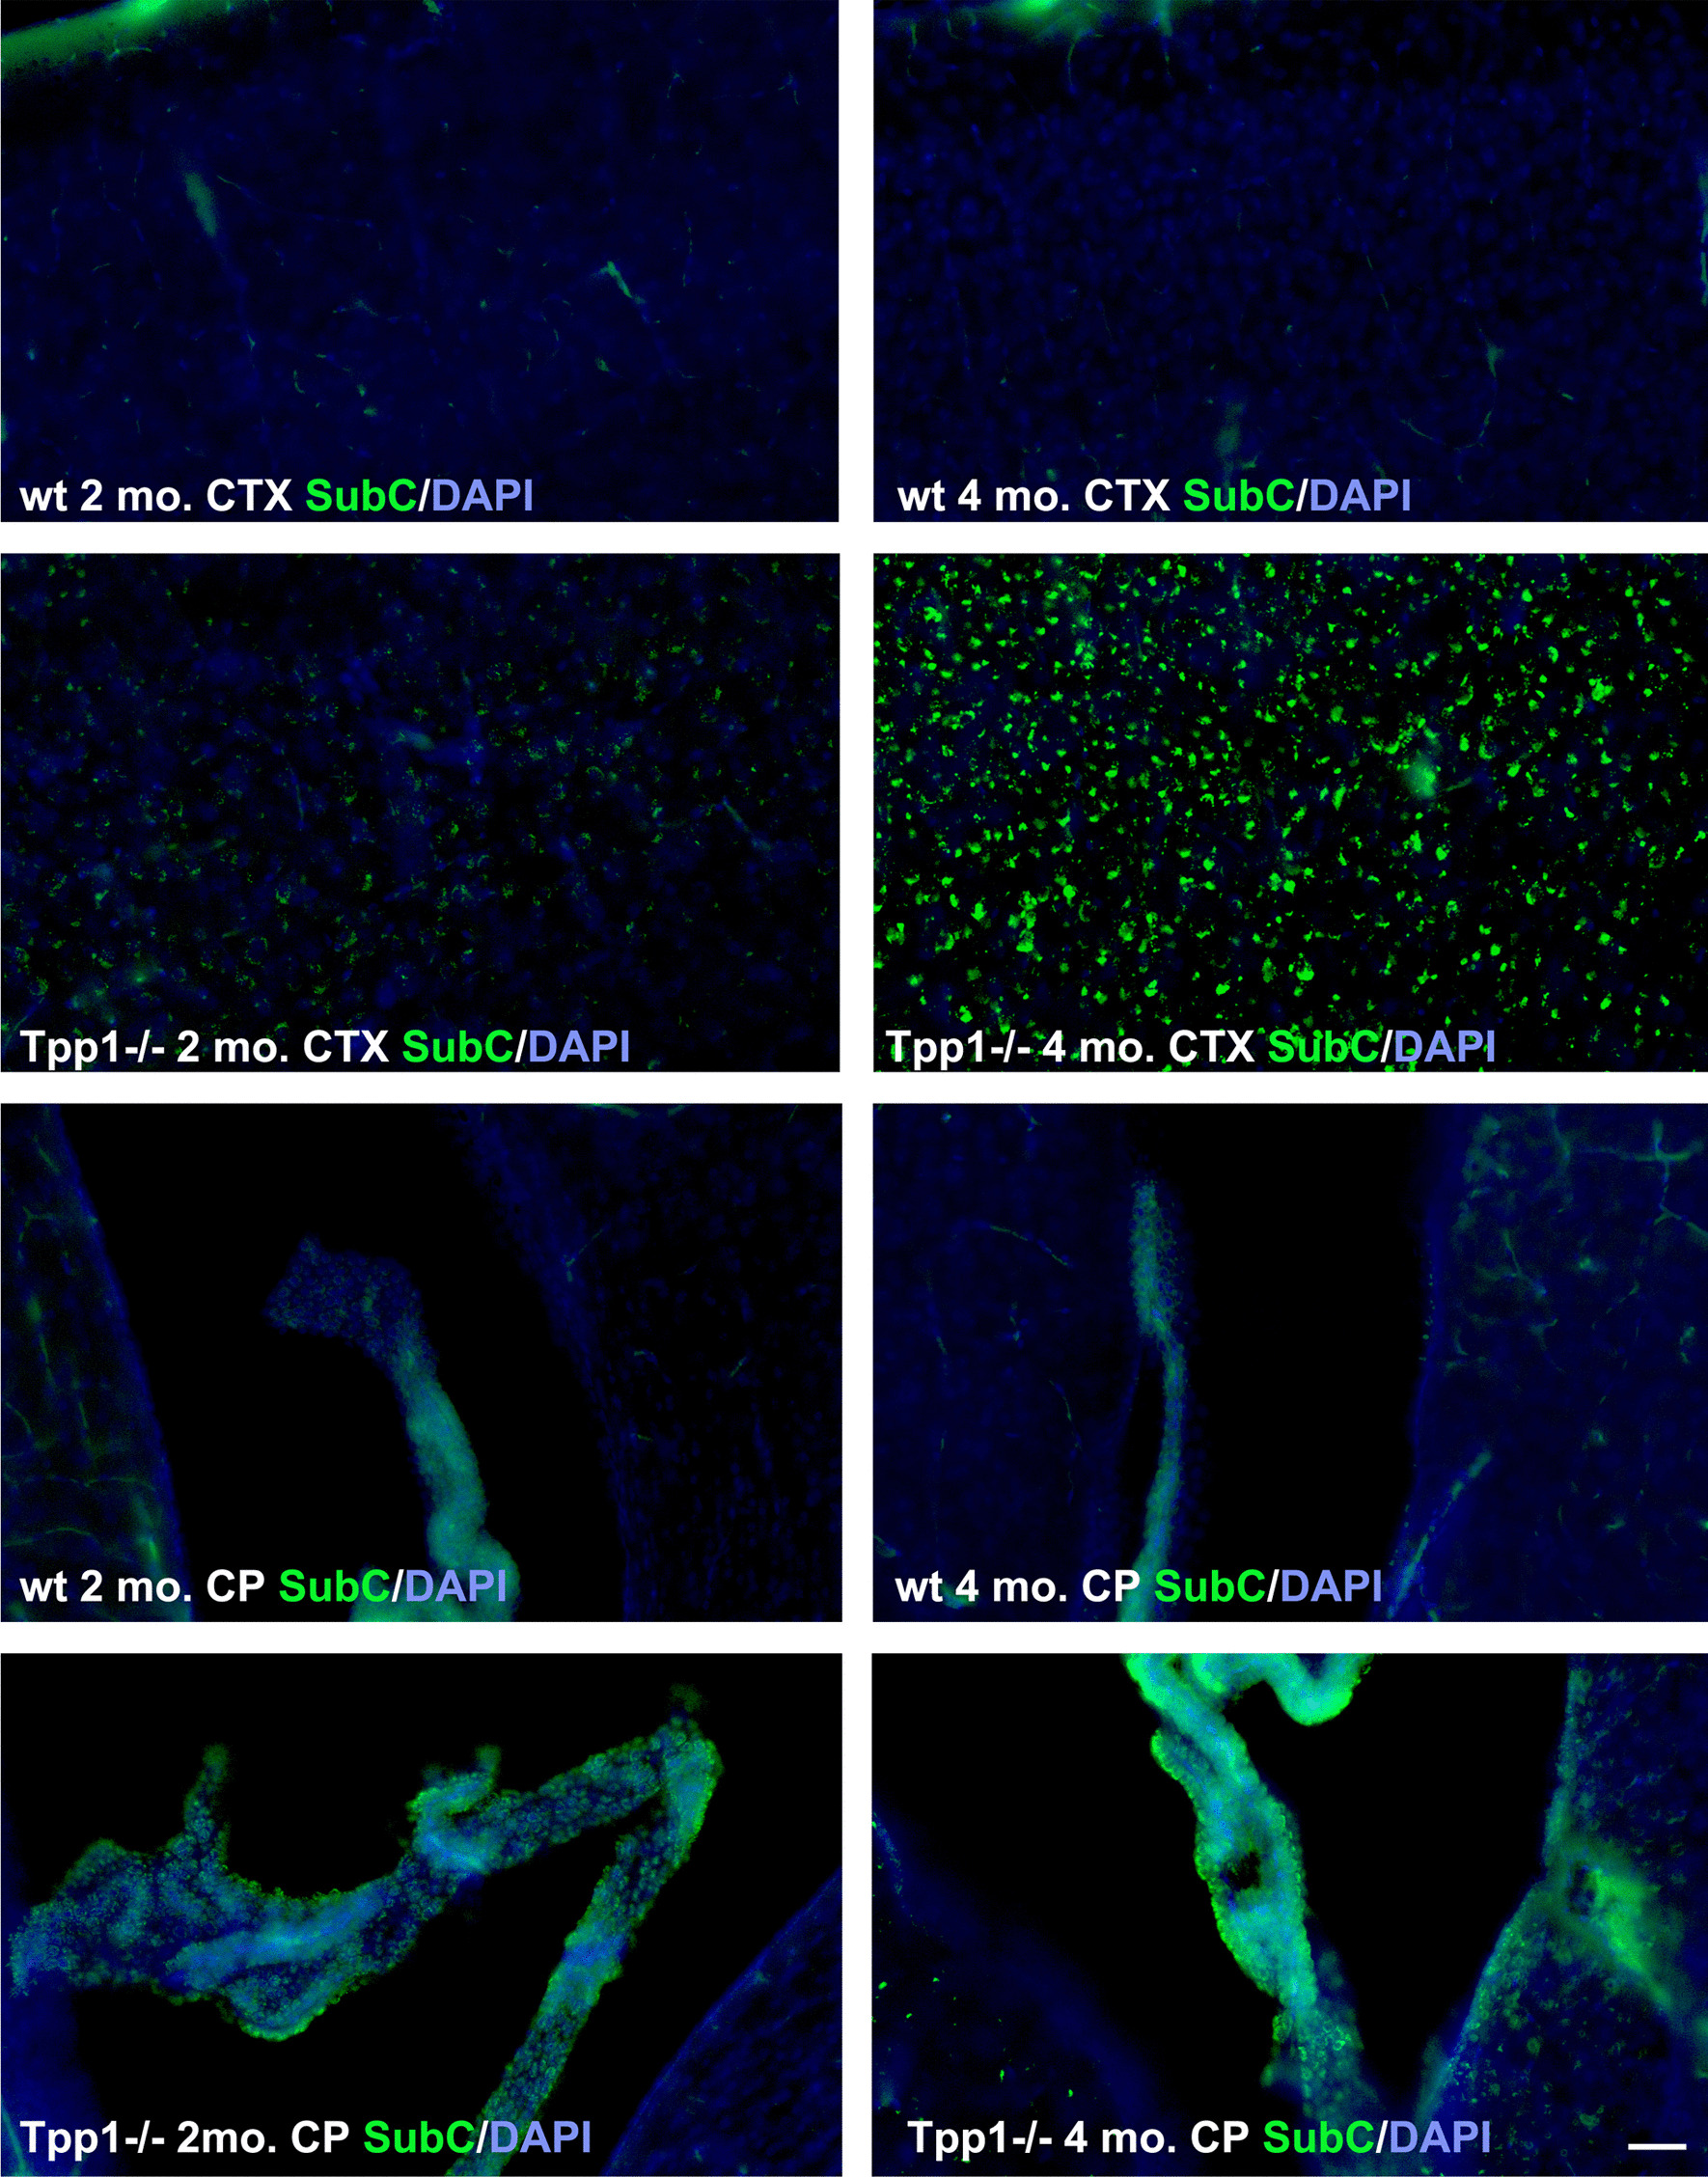
Mitochondrial *ATP synthase subunit C* (SubC) accumulation over time. Immunohistochemistry of SubC in *Tpp1*^*−/−*^ and control (wt) cortex (CTX) and choroid plexus (CP) at 2 and 4 months of age stained with antibody ab181243 (green). Nuclei were stained with DAPI. Quantification of the SubC expression was performed using Fiji software in three independent brains and it is displayed in Additional file 11

## Discussion

Like most NCLs, the CLN2 form of this disorder is a complex and fast-developing neurodegenerative disease for which the affected mechanistic pathways remain largely unknown. Taking a systems biology approach, we evaluated the transcriptional changes using RNA-seq in two major brain areas, F/M and Cb, at pre- and post-symptomatic stages of the disease in order to establish a more comprehensive understanding of disease progression, as well as to better define regional and cell-type specific involvement.

In vitro, TPP1 cleaves multiple peptide hormones, i.e., angiotensin II [92], glucagon [93], substance P [92], cholecystokinin and neuromedin [94]) as well as amyloid-β and the mitochondrial ATP synthase subunit C [13]. Interestingly, none of the transcripts for these substrates were altered at any age in *Tpp1*^*−/−*^ brains, perhaps because the initial steps of the disease are at the level of lysosomal dysfunction. 

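Tac1, the precursor of substance P and neurokinin A, fell in 2-month Tpp1−/− Cb from 7.92 ± 1.24 to 1.02 ± 0.896 CPM (SD, n = 3 each), with a log2 fold change of -2.86 (standard error 0.32, adjusted p = 1.3e-05). In 2-month F/M its log2 fold change was -0.05 (adjusted p = 0.909), and the region-difference test gave an adjusted p of 1.2e-04. Of 8 tested genes of TPP1 substrates, 1 fell there (1 adjusted over the list alone, adjusted p = 0.00953, adjusted p = 0.165 with an estimated correlation; 2 fell without Tpp1−/− replicate 3), a list the study chose. In 3-month Cb, Tac1 had a log2 fold change of 0.44 (standard error 0.36, adjusted p = 0.948). In the same 2-month Cb libraries the mean log2 CPM of markers of thalamus and midbrain differed by -2.48 between the genotypes. Gcg, the glucagon precursor, and Nmu, neuromedin U, had between 3 and 10 counts over the 12 libraries of each age and were not tested.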

As well, several lysosomal genes, identified by GSEA analysis, were found to be increased only at 3 and 4 months of age in both Cb and F/M areas, including two NCL genes, cathepsin D and Granulin. However, because many of these genes have been shown to be upregulated in activated microglia and astrocytes, it is difficult to ascertain if these transcriptional changes can be attributed to lysosomal dysfunction.

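Of 48 lysosomal genes, 7 rose in 3-month Cb (8 adjusted over the list alone, median log2 fold change 0.12, adjusted p = 6.5e-14, adjusted p = 0.125 with an estimated correlation) and 3 in F/M (5 adjusted over the list alone, median 0.14, adjusted p = 3.0e-11, adjusted p = 0.149 with an estimated correlation). Ctsd, the aspartic protease cathepsin D, was at 144 ± 7.78 CPM (SD, n = 3) in control and 283 ± 91.8 CPM (SD, n = 3) in Tpp1−/− mice in Cb, with a log2 fold change of 0.98 (standard error 0.16, adjusted p = 0.0103), and had a log2 fold change of 0.63 (standard error 0.16, adjusted p = 0.210) in F/M. Grn, the growth factor progranulin, had a log2 fold change of 0.75 (standard error 0.12, adjusted p = 0.00909) in F/M and a log2 fold change of 0.68 (standard error 0.12, adjusted p = 0.0122) in Cb. Laptm5, a lysosomal membrane protein of leukocytes, and Ctss, the cysteine protease cathepsin S, had log2 fold changes of 0.98 (standard error 0.10, adjusted p = 1.8e-04) and 1.44 (standard error 0.15, adjusted p = 2.2e-04) in Cb. Of 12 NCL genes, 2 rose in Cb (2 adjusted over the list alone, adjusted p = 0.153 with an estimated correlation) and 1 in F/M (2 adjusted over the list alone). In Cb, Grn fell below the fold minimum without Tpp1−/− replicate 1 (log2 fold change 0.58), with adjusted p of 1.4e-05 to 0.229 over all alternatives.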

Proteomic analysis in brains of CLN1-, CLN2- and CLN3-animal models detected a considerably smaller number of changes in protein expression at terminal stages of these genetic disorders than the magnitude of DEGs detected by our study, perhaps due in part to the limited sensitivity of proteomic analyses [95]. Nonetheless, several proteins altered in our transcriptomic analysis (LYZ2, TGM1, GPNMB, C4B, SERPINA3N, GFAP and C1QC) were confirmed to be increased in the proteomics analysis of CLN2 and were related to microglial and astrocytic function [32]. 

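At the level of RNA, Lyz2, lysozyme of macrophages, rose at 3 months with log2 fold changes of 1.45 (standard error 0.18, adjusted p = 0.00139) in F/M and 1.84 (standard error 0.17, adjusted p = 5.3e-05) in Cb. Gpnmb, a glycoprotein of lysosomes and melanosomes, was at 3.80 ± 0.446 CPM (SD, n = 3) in control and 11.2 ± 1.86 CPM (SD, n = 3) in Tpp1−/− mice in Cb, with a log2 fold change of 1.56 (standard error 0.18, adjusted p = 4.2e-04), and had a log2 fold change of 1.21 (standard error 0.20, adjusted p = 0.0143) in F/M. Tgm1, a transglutaminase, had 23, 19 and 51 counts over the 12 libraries of 1, 2 and 3 months and was not tested. In F/M, Gpnmb was not called without Tpp1−/− replicate 2 or control replicate 1 or 2 (adjusted p = 0.108, 0.114 and 0.128), with adjusted p of 2.1e-06 to 0.142 over all alternatives.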

Interestingly, proteomic profiling of spinal cord in CLN1 disease (Ppt1^−/−^ model) identified canonical pathways consistent with the ones identified in this study for the *Tpp1*^*−/−*^ brains [96]; as well, notable regional differences were found in this study.

Our transcriptome analysis indicates that waves of events occur over developmental time. There is initial activation of ChPx function at 2 months, followed by an acute increase in inflammatory responses that include: activation of microglia and astrocytes, increased production of nitric oxide and reactive oxide species and activation of leukocyte extravasation. Between 2 and 4 months transcriptional downregulation of several immediate early genes known to be regulated by neuronal activity are observed culminating in downregulation of cytomatrix proteins of the presynaptic active zone as well as circadian rhythm transcription factors in 4-month brains. Furthermore, comparing cerebellum and F/M responses during disease progression highlight both conserved and divergent mechanisms, considering the cytoarchitectural and biochemical difference in these tissues. An accelerated response of astrocytic and microglial genes was observed in cerebellum marked by larger quantitative changes in gene expression that may be contributing to the neuronal damage at terminal stages. It should be noticed that some neuronal immediate early genes (i.e. fos and Nr4a1) start to be downregulated prior to the establishment of neuroinflammation. Future experiments should extend this analysis to other strongly affected areas such as thalamus, ponds and spinal cord.

With regard to the immune inflammation response, the first microglial component found to be consistently downregulated in the *Tpp1*^*−/−*^ model at 1 month in F/M and Cb is *Trim12a*. 

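Trim12a, a member of the Trim gene family (ENSMUSG00000066258, chromosome 7 of mm10 from 104299894 to 104315466, minus strand), had no counts in 1-month Tpp1−/− mice, against 94 counts in control F/M and 106 in control Cb. It was thus at least 33.3-fold lower in F/M (adjusted p = 0.0427) and at least 30.9-fold lower in Cb (adjusted p = 0.0527), against a floor of 3 counts over the group. At 3 months it was at 1.03 ± 0.235 CPM (SD, n = 3) in control and 1.30 ± 0.277 CPM (SD, n = 3) in Tpp1−/− mice in F/M, with a log2 fold change of 0.33 (standard error 0.29, adjusted p = 1). The gene lies on the chromosome of Tpp1, within 20 Mb of it. In 1-month F/M, Trim12a was not called without Tpp1−/− replicate 1, 2 or 3 or control replicate 1 or 3 (adjusted p = 0.213, 0.189, 0.182, 0.119 and 0.113), with adjusted p of 1.7e-17 to 0.213 over all alternatives. In 1-month Cb it was not called without Tpp1−/− replicate 1 or 2 or control replicate 1 or 2 (adjusted p = 0.106, 0.280, 0.130 and 0.110), with adjusted p of 1.0e-16 to 0.280 over all alternatives.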

Tripartite motif containing proteins (TRIM proteins) belong to the E3 ubiquitin ligase family and play a crucial role in innate immunity [97]. *Trime12a* is a member of an expanded paralogous cluster of Trim5-like proteins in mice which are known to be antiviral host genes that act against a range of retroviruses; however, their functions in regulating neuroinflammation have not been studied thus far. 

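Trim30d and Trim34a lie beside Trim12a on chromosome 7 of mm10, from 104470014 to 104507849 and from 104244457 to 104262234. In 2-month mice, Trim12a was at least 35.7-fold lower in F/M (adjusted p = 1.5e-05), where Tpp1−/− mice had no counts and the floor is 3 counts over the group, and 144-fold (95% counting interval 25.4 to 5737, from 131 against 1 counts) lower in Cb (adjusted p = 5.7e-07). Trim30d had log2 fold changes of -2.39 (standard error 0.41, adjusted p = 0.0108) in F/M and -2.14 (standard error 0.35, adjusted p = 8.4e-04) in Cb. Trim34a had log2 fold changes of -2.09 (standard error 0.38, adjusted p = 0.0145) in F/M and -2.47 (standard error 0.35, adjusted p = 1.8e-04) in Cb. At 3 months in F/M, Trim30d had a log2 fold change of 1.25 (standard error 0.25, adjusted p = 0.0477) and Trim34a had a log2 fold change of 0.89 (standard error 0.23, adjusted p = 0.224). In F/M of 2-month mice, Trim30d was not called without Tpp1−/− replicate 1 (adjusted p = 0.111), with adjusted p of 4.9e-08 to 0.111 over all alternatives, and Trim34a was not called without Tpp1−/− replicate 1 (adjusted p = 0.113), with adjusted p of 2.1e-05 to 0.113 over all alternatives. In 3-month F/M, Trim30d was not called without Tpp1−/− replicate 1 or 2 or control replicate 1, 2 or 3 (adjusted p = 0.220, 0.281, 0.130, 0.272 and 0.147), with adjusted p of 0.00683 to 0.281 over all alternatives.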

By 2 months, *Trim12a*, *Trim30d* and *Trim34a* are significantly downregulated in both areas analyzed. However, it is not until the third month that a clear immunological inflammatory response is established involving the complement system, phagosome formation and maturation, TREM2 signaling, production of NO and ROS by macrophages and leukocyte extravasation signaling. These responses are further enhanced by 4 months of age in the mutant line [28]. Furthermore, evidence of stage 1 (TREM2 independent) and stage 2 (TREM2 dependent) disease-associated microglia (DAM) transcriptional signatures as described for Alzheimer disease models [98], start to be evident as early as 3 months in *Tpp1*^*−/−*^ brains.

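Of 18 stage 2 genes of disease-associated microglia, 11 rose in 3-month Cb (12 adjusted over the list alone; camera, adjusted p = 3.1e-37, adjusted p = 0.0141 with an estimated correlation) and 9 in F/M (10 adjusted over the list alone; adjusted p = 4.0e-28, adjusted p = 0.0185 with an estimated correlation). Their members with the smallest p were Clec7a, Itgax, Cst7 and Cd68 in Cb. Of 8 stage 1 genes, 4 rose in Cb (4 adjusted over the list alone; adjusted p = 4.7e-09, adjusted p = 0.149 with an estimated correlation) and 3 in F/M (4 adjusted over the list alone; adjusted p = 1.2e-05, adjusted p = 0.260 with an estimated correlation). Those of Cb include Lyz2, Tyrobp, Ctsd and B2m, the light chain of MHC class I, with a log2 fold change of 0.75 (standard error 0.14, adjusted p = 0.0174) in Cb. In Cb, B2m fell below the fold minimum without Tpp1−/− replicate 1 (log2 fold change 0.54), with adjusted p of 3.5e-07 to 0.395 over all alternatives. In F/M, 1 stage 1 gene rose in each fit without 1 library, since without Tpp1−/− replicate 1, 2 or 3 or control replicate 1, 2 or 3 neither Tyrobp (adjusted p = 0.111, 0.188, 0.101, 0.171, 0.138 and 0.189, and 5.5e-10 to 0.203 over all alternatives) nor B2m (adjusted p = 0.195, 0.177, 0.121, 0.196, 0.237 and 0.131, and 1.4e-08 to 0.297 over all alternatives) was called.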

Comparable to other neurodegenerative diseases, in this model of NCL the initial danger-associated molecular pattern (DAMP) signals [99] (likely lipofuscin) seems to be sufficiently accumulated by 2 months to trigger the early events that mount the immune response which is demonstrable at 3 months, driven by microglia and astrocyte activation and accompanied by declining neuronal function, that then continues to be accentuated as the disease progresses. In Cln3^−/−^ and Ppt1^−/−^ mouse lines, it has been proposed that impaired astrocyte and microglia function, as well as neuron–glia communication are in part responsible for disease progression [100, 101]. In this*Tpp1*^*−/−*^ model the classical transcriptional responses from activated microglia and astrocytes observed in other types of brain injuries were confirmed [24, 35, 73], while failure to mount an effective anti-inflammatory response during disease progression may ultimately contribute to the neuronal damage by A1 astrocytes [72]. This observation may explain why the activation of microglia and astrocytes may be more accurate predictors of neuronal loss than the accumulation of lipofuscin [102, 103].

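Counts of Ifng, the gene of interferon γ, were 0 at 1 month, 1 at 2 months and 0 at 3 months over the 12 libraries of each age, so it was not tested. With 0 counts, up to 3 counts over the 12 libraries of an age are allowed by counting error. The receptor genes Ifnar1 and Ifnar2 were tested. At 3 months, control F/M held 2562 counts of Ifnar1 and 662 of Ifnar2, and control Cb held 3041 and 759.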

The major predicted upstream regulators in this study were IFNG and IFNAR, but neither molecule was mapped in the 2-, 3- or 4- month RNA-seq data. Thus, this insight suggests a new avenue for future mechanistic research in NCLs in defining therapeutic targets.

The second unique aspect of the inflammatory response in this model is the accelerated timeline of the microglia and astrocytic response that is also reflected in an increased regional response between cerebellum and the rest of the brain. To put this in perspective, during normal aging *Gfap* levels increase three times in mouse cerebellum from 4 months to 2 years of age [74], in Alzheimer mouse models levels increase 5 times in 9-month-olds [104] and in the Tpp1, model *Gfap* increases 7 times in 4 months, emphasizing the accelerated pathology. Among the astrocytic genes, *Serpina3n*, which belongs to the serine protease inhibitor (serpin) superfamily, illustrates the largest expression changes in the cerebellum with increases up to 20 times. *Serpina3n* is designated an inflammatory marker expressed in brain astrocytes [73] and is best known in the immune system for regulating the inflammatory response by inhibiting the activity of leukocyte cathepsin G released at the site of inflammation [105]. Although, it has been consistently found to be increased in several neurodegenerative diseases (i.e., Alzheimer disease, Parkinson disease) and in brain injury, its mode of action is not clearly understood [106–109]. Recently, single-nucleus transcriptome analysis identified a previously discovered *Serpina3n* + *C4b* + reactive oligodendrocyte population in AD brains [110]. Confirmation that increased expression of *Serpina3n* and *C4b* in *Tpp1*^*−/−*^ brains is associated with reactive astrocytes requires further examination.

Perhaps the most unique finding of our analysis relates to the early times points (1–2 months) when upregulation of ChPx genes may highlight a key function for this tissue in the initiation of the disease. ChPx is a profusely vascularized structure located in the ventricular system that is not only responsible for the production of a large fraction of the CSF, but also contributes many homeostatic functions to the brain, including: establishment of the CSF-blood barrier; synthesis and secretion of signaling factors, growth factors and hormone receptors; and formation of the neuroimmune gateway allowing entry of adaptive immune cells to the CSF thereby regulating CNS immunosurveillance [111, 112]. Interestingly, increases in Cldn2 and Aqp1 have been reported to indicate a decrease of leakiness of the ChPx epithelium [112], while increased expression of Kl and Ttr may reflect a neuroprotective response by the ChPx [113, 114]. It is not clear why there is early, but transient, upregulation of certain genes expressed in the choroid plexus epithelium. A few possibilities are proposed: (i) since the ChPx has been shown to be an alternative entry site for cells of the immune system to the CNS during immune surveillance and neuroinflammation [115], this surveillance function may detect the initial lipofuscin accumulation. In fact, we have demonstrated that detectable levels of subunit C in the ChPx epithelium at 2 months coincide with the initial ChPx response (Fig. 6). Thus, it will be important to determine if increased extravasation of immune cells accompany this activation. (ii) Alternatively, increased expression of genes associated with the secretory function of the ChPx could reflect the initiation of the ventricular enlargement in the *Tpp1*^*−/−*^ brain even though actual ventricular enlargement is evident only after 3 months of age. Since the major ciliated cell types in brain are ependymal cells lining the ventricles and the ChPx epithelium itself, it is also interesting that upregulation of ChPx functions coincide with increased expression levels of structural cilia components, suggesting a possible activation of cilia movement.

While knowledge is limited of how a neuroinflammation response is initially mounted during neurodegeneration, our findings suggest the ChPx is a possible site of origin for the immune surveillance response and/or an initial line of defense by offering increased neuroprotection, at least in NCLs. Thus, it would be important to determine if other neurodegenerative diseases also elicit transient ChPx changes, or if this observation is unique to this model. Thus far, analysis of choroid plexus transcriptome in post-mortem AD, MS, FTD and HD indicates deleterious as well as adaptive changes in the ChPx [116–118], and ChPx dysfunction that impairs β-amyloid clearance has been documented in animal models of Alzheimer disease [119].

## Conclusions

Elucidating the biological foundation and pathological mechanisms of neurodegenerative diseases are key to development of targeted therapies to slow or prevent the onset of disease sequelae in CLNs. Our findings establish a timeline of events initiated in pre-symptomatic *Tpp1*^*−/−*^ brains that highlight a role for the choroid plexus during early disease stages and subsequent development of an accelerated inflammatory response involving astrocytes and microglia activation. De-escalating the inflammatory response may prove to be an important therapeutic path to explore, as it may limit the neuronal damage accompanying this response. Most importantly, this study provides a framework outlining potential therapeutic windows, and opens novel areas for further investigation in the NCLs, as well as other neurodegenerative diseases with common underlying pathological mechanisms.

## Supplementary Information

**Additional file 1.** List of expressed genes identified by RNA-seq in forebrain /midbrain (F/M) and cerebellum (Cb) in Tpp1^−/−^ mouse brains (T) versus control (N) brains at 1-, 2- and 3- and 4-month of age.

**Additional file 2.** Identification of cell-type specific DEG in wt and Tpp1^−/−^ brain region.

**Additional file 3.** Ratio of genes expressed in microglia, astrocytes, neurons, and choroid plexus over time.

**Additional file 4.** Relative differential expression of activated astrocyte signature genes (FPKM in Tpp1^−/−^ relative to control) at different ages.

**Additional file 5.** Ingenuity Pathway Analysis (IPA) of genes differentially expressed in forebrain /midbrain (F/M) and cerebellum (Cb) in Tpp1^−/−^ mouse brains versus control brains at 1-, 2- and 3- and 4-month of age. Each age data set is a different excel sheet.

**Additional file 6.** Overlapping Canonical pathways at 2-, 3- and 4 months of age in forebrain/midbrain (F/M) and cerebellum (Cb) identified by IPA analysis.

**Additional file 7.** Upstream analysis of Interferon gamma mechanistic network at 3 and 4 months of age in forebrain/midbrain (F/M) and Cerebellum (Cb) identified by IPA analysis.

**Additional file 8.** Upstream regulation of estrogen receptor 1 at 2 months of age in forebrain/midbrain (F/M) and Cerebellum (Cb) identified by IPA analysis.

**Additional file 9.** Comparison analysis of upstream regulators across ages using IPA.

**Additional file 10.** Neurological Disease Network identified by IPA analysis affected in the Tpp1^−/−^ brain. DEG involved in each category are included. Each age data set is a different excel sheet.

**Additional file 11.** Quantification of the number of SubC positive cells and area stained per 0.1 mm^2^ was performed in cortex of three Tpp1^−/−^ and control brains at 2 and 4 month-old age.

## Data Availability

Raw and processed RNA-seq data are available from the National Center for Biotechnology Information Gene Expression Omnibus under accession number GSE173665.

## Abbreviations

NCLs: Neuronal ceroid lipofuscinoses
*Tpp1*, *TPP1*: *Tripeptidyl peptidase 1* (Tpp1, mouse; TPP1, human)
DEG: Differentially expressed genes
IPA: Ingenuity pathway analysis
F/M: Forebrain/midbrain
Cb: Cerebellum
ChPx: Choroid plexus
RNA-seq: RNA sequencing
FDR: False discovery rate
L2fc: Log twofold change

# Supplementary material for: Brain transcriptome analysis of a CLN2 mouse model as a function of disease progression
**Source:** J Neuroinflammation. 2021 Nov 8;18:262. doi: 10.1186/s12974-021-02302-z
**Supplement:** Supplementary file 4 — Additional file 4. Relative differential expression of activated astrocyte signature genes (FPKM in Tpp1−/− relative to control) at different ages.

Additional File 4. Relative differential expression of activated astrocyte signature genes (FPKM in *Tpp1*<sup>-/-</sup> relative to control) at different ages.

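The ratios of Additional file 4 can be set beside fitted ratios of Tpp1−/− over control mice for 23 genes. These are the edgeR log2 fold changes from the deposited counts, turned back into ratios. For Gfap these were 1.14, 1.24 and 2.66 in F/M at 1, 2 and 3 months and 1.29, 1.06 and 3.40 in Cb. For Serpina3n they were 1.07, 0.894 and 2.11 in F/M and 1.37, 0.526 and 6.03 in Cb. The file uses FPKM, which divides counts by transcript length, and a ratio of the same gene does not depend on that length. Over 130 ratios, the largest fold between a ratio of the file and the recomputed ratio was 1.13.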

|              | Gene      | F/M  |      |       |       |  | Cb   |      |      |       |
|--------------|-----------|------|------|-------|-------|--|------|------|------|-------|
|              |           | 1mo  | 2mo  | 3mo   | 4 mo  |  | 1mo  | 2mo  | 3mo  | 4mo   |
| PAN-Reactive | Lcn2      | 0.83 | 0.43 | 0.68  | 1.46  |  | 0.72 | 0.27 | 0.99 | 5.75  |
|              | Steap4    | 1.21 | 1.32 | 1.04  | 1.52  |  | 1.38 | 1.13 | 2.60 | 1.60  |
|              | S1pr3     | 1.02 | 0.96 | 0.94  | 1.10  |  | 0.89 | 0.82 | 1.61 | 3.59  |
|              | Timp1     | ND   | ND   | 2.82  | 3.28  |  | ND   | ND   | 4.98 | 9.30  |
|              | Cxcl10    | ND   | 2.59 | 12.18 | 17.47 |  | ND   | 0.93 | 6.38 | 7.41  |
|              | Cd44      | 1.09 | 0.95 | 1.14  | 1.19  |  | 1.06 | 1.16 | 1.66 | 2.31  |
|              | Osmr      | 1.16 | 1.25 | 1.53  | 1.56  |  | 0.93 | 1.13 | 1.71 | 2.65  |
|              | Serpina3n | 1.07 | 0.89 | 2.10  | 2.55  |  | 1.37 | 0.53 | 6.00 | 19.44 |
|              | Aspg      | 1.08 | 1.05 | 1.89  | 1.79  |  | 0.99 | 1.01 | 1.77 | 3.37  |
|              | GFAP      | 1.14 | 1.25 | 2.64  | 3.31  |  | 1.28 | 1.07 | 3.39 | 7.29  |
|              |           |      |      |       |       |  |      |      |      |       |
| A1-reactive  | C3        | 1.14 | 0.85 | 1.85  | 2.41  |  | 1.35 | 0.95 | 3.85 | 11.16 |
|              | H2-T23    | 1.10 | 0.87 | 1.14  | 1.36  |  | 1.13 | 0.83 | 1.28 | 1.59  |
|              | H2-D1     | 1.02 | 1.00 | 1.37  | 2.07  |  | 1.15 | 0.99 | 1.12 | 1.16  |
|              | Ggta1     | 1.01 | 0.96 | 1.50  | 1.17  |  | 1.14 | 0.98 | 1.10 | 1.98  |
|              | Iigp1     | 0.86 | 1.12 | 1.76  | 2.45  |  | 0.60 | 1.08 | 1.24 | 2.66  |
|              | Gbp2      | 1.11 | 1.16 | 1.71  | 2.06  |  | 0.95 | 1.07 | 1.37 | 2.40  |
|              | Fbln5     | 1.04 | 1.39 | 0.95  | 1.08  |  | 1.16 | 1.16 | 0.95 | 1.89  |
|              | Fkbp5     | 1.20 | 1.01 | 1.30  | 0.92  |  | 1.31 | 0.93 | 1.66 | 1.41  |
|              | Psmb8     | 1.07 | 0.88 | 1.98  | 2.21  |  | 1.28 | 0.71 | 1.19 | 2.04  |
|              |           |      |      |       |       |  |      |      |      |       |
| A2-reactive  | Tgm1      | ND   | ND   | ND    | 10.26 |  | ND   | ND   | ND   | 30.24 |
|              | Ptx3      | ND   | ND   | ND    | 0.80  |  | ND   | ND   | ND   | 3.18  |
|              | S100a10   | 1.09 | 0.86 | 1.09  | 1.04  |  | 1.14 | 1.01 | 1.32 | 1.50  |
|              | Cd109     | 0.86 | 1.49 | 1.02  | 1.39  |  | 1.07 | 0.89 | 1.42 | 3.12  |
|              | Ptgs2     | 1.10 | 0.63 | 0.89  | 0.75  |  | 0.71 | 0.71 | 0.88 | 2.17  |
|              | Cd14      | 0.96 | 1.08 | 1.56  | 1.72  |  | 0.99 | 1.21 | 2.91 | 3.79  |

ND: Not detected

How the deposited data were processed for this re-analysis (not part of the article)

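RNA was measured in 36 libraries, from F/M (forebrain and midbrain) and Cb (cerebellum) of 3 control and 3 Tpp1−/− mice at each of 1, 2 and 3 months. The 4-month data of the paper come from an earlier study, are not among the files and were left out, as were the quantitative PCR, the in situ hybridization and the protein stainings. The authors aligned 50-nt single-end reads to mm10 with STAR and counted reads per gene with featureCounts, and the values they deposited are raw counts, which are whole numbers in each file. The file headers name fractional counting of multi-mapping reads, which whole numbers do not show, and this was not resolved. The files of the ages use different releases of the annotation, with 55450 genes at 1 month, 53379 at 2 months and 54146 at 3 months, so genes were joined across ages by their Ensembl number. Total counts per library were 17637111 to 29942380 at 1 month, 10609896 to 27048487 at 2 months and 16823871 to 23545443 at 3 months.

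Each age was fitted alone, with its 12 libraries and 4 groups in 1 model, in edgeR 4.0.16 under R 4.3.3 (quasi-likelihood F test, TMM scaling, filterByExpr by group). A gene was called at an adjusted p (Benjamini-Hochberg) under 0.1 and a fold of at least 1.5, the thresholds in the paper's methods, and at 1 month genes at an unadjusted p under 0.1 with the same fold were counted too. Standard errors are those of the fitted log2 fold change. The difference of the genotype effect between Cb and F/M, and between 3 and 2 months within a region, was tested as a contrast of its own at an adjusted p under 0.1. The age contrast joins libraries with other annotations, strand settings and, by Xist and Y-linked counts, sexes, which it cannot part from age. Lists of genes were tested with camera in limma 3.58.1 (preset correlation 0.01, adjusted p under 0.05 over all lists and comparisons) and again with an estimated correlation. Most lists come from general knowledge of cell types and pathways, and lists taken from genes that the paper names are marked where they are used. Log2 CPM of lists are means over genes with a prior count of 0.5. With no counts in a group, folds are against a floor of 3 counts over the group.

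Genes were named by a rule. It takes, in each comparison, up to 10 higher and 10 lower genes with the largest fold among called genes whose groups do not overlap and whose higher group has a mean of at least 1 CPM. It adds the 85 genes that the text of the paper names, and the members of a described list with the smallest p. The text, tables and figures of the paper, with the values in them, had been seen when the rule was written. Genes named for other reasons, such as sex-linked genes and further markers of brain regions, were chosen after their values were seen. Single results for some genes are not reported here.

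The alternatives tried were other scalings (DESeq2 size factors, upper quartile), no low-count filter and a stricter filter (CPM of at least 1 in at least 3 libraries), DESeq2 1.42.0 and limma-voom as tests, genes called by edgeR, DESeq2 and limma together, only the 6 libraries of a region, a replicate block, labelled sex as a covariate, other thresholds, and leaving out each library in turn. Samples, comparisons, tests and most alternatives were set before the data were examined, and the rest are named as chosen later. The fit was tested on simulated data made from these libraries by changing known genes. It called 68.4% to 85.2% of genes changed 2-fold and 29.7% to 47.8% of genes changed 1.5-fold, with 1 to 17 unchanged genes called per comparison. A call needs an estimated fold of at least 1.5, so the threshold itself limits the share of genes changed 1.5-fold. Each gene was drawn separately, so differences that many genes of a library share were not simulated. The number of unchanged genes called thus sets no limit for the real libraries. In 3-month Cb it was 17, while a split of the real libraries other than by genotype gave 529 DEGs. With 3 mice per group, outlying libraries were not tested for.

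Xist and Y-linked counts were used to check sex. At 1 month, Xist had 0 to 8 counts and the Y-linked genes 4584 to 9273 counts per library, and 4 libraries labelled female thus carry Y-linked RNA. At 3 months, Xist had 12199 to 36339 counts and the Y-linked genes 0 to 1, and 8 libraries labelled male thus carry none. At 2 months, Xist had 1 to 162 counts and Y-linked genes 2043 to 7635, as the labels say. Libraries of an age differed in Xist. In 2-month Cb, control replicates 1 and 3 and Tpp1−/− replicate 1 had 162, 113 and 56 counts against 5 to 13 in the others, and Xist was called there without Tpp1−/− replicate 1 (adjusted p = 0.0794) or control replicate 2 (adjusted p = 3.5e-04), with adjusted p of 1.3e-18 to 0.826 over all alternatives. In 3-month Cb, Tpp1−/− replicate 1 had 518 CPM against 1173 to 1577 in the others. The cause was not tested. The labels were kept in the sample table and decide no comparison.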

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

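The tests of an explanation and the comparisons with other splits of the samples were all chosen after the results were seen, while the tests of a difference between regions and between ages were set in advance.

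The genotype effect differed between Cb and F/M for 511 genes at 2 months. Lower genes of Cb make up much of this, since 79.15% of its lower DEGs are at least 2-fold higher in F/M than in Cb in the controls of the other ages, against 11.93% of tested genes. A loss in Cb cells that lasts is argued against by the 3-month mice, where the same genes had a median log2 fold change of -0.0825 in Cb. Less midbrain and thalamus tissue in the Cb samples of 2-month Tpp1−/− mice may explain it, and this tissue could have gone into the F/M samples, where the list of thalamus and midbrain was 0.34 log2 units higher in Tpp1−/− mice. A transient biological loss at 2 months was not tested and stays open. Other splits of the libraries, drawn for each region apart, gave at most 405 genes, and only the real split of 60 gave as many. A random split of the libraries is thus argued against for this count. The splits could keep the real groups in a region, and they cannot part genotype from a tissue difference that goes with it.

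At 3 months the genotype effect differed between the regions for 1 gene, Lpl, the lipoprotein lipase, and 10 of 60 splits gave as many or more, with up to 130 genes, several times the real count, which points to a structure of the samples. With the animal as a block no gene passed at 3 months. At 1 month no gene passed this test, so all 60 splits gave as many, and the highest other gave 25.

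The genotype effect differed between 3 and 2 months for 80 genes in F/M, where 1 of 40 splits, the real one, gave as many and the highest other gave 29. In Cb it differed for 261 genes, where 3 of 40 splits gave as many and the highest gave 370. By Xist and Y-linked counts, sex differs with age in this test. The F/M count was 25 to 217 when 1 library was left out, as listed beside the neuroinflammation pathway.

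Gm15446, a predicted gene on chromosome 5 that the paper does not discuss, had log2 fold changes of 5.23 (adjusted p = 6.9e-09) in F/M and 4.89 (adjusted p = 2.4e-09) in Cb at 2 months, higher in 3 of 3 Tpp1−/− mice. Slc6a5, which the paper does not discuss, had a log2 fold change of 2.26 (adjusted p = 0.0145) in 2-month F/M, and its genotype effect differed between the regions (adjusted p = 0.0192).

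For the counts of DEGs, 3 mice against 3 make 10 splits, too few for a share under 0.05. As many DEGs as in the real split were found in 1 split in 1-month F/M (2 DEGs, highest other 0), 1-month Cb (2, highest other 1), 2-month F/M (127, highest other 0), 2-month Cb (353, highest other 1) and 3-month F/M (80, highest other 0), and in 2 splits in 3-month Cb (148, highest other 529). The split with 529 sets control replicates 1 and 2 with Tpp1−/− replicate 1 against the others, several times the real count, which points to a structure of the samples. For lists past the threshold, adjusted here within a comparison, the splits with as many were 2 in 1-month F/M (17 lists, highest other 17), 4 in 1-month Cb (12, highest other 14), 3 in 2-month F/M (18, highest other 24), and 1 each in 2-month Cb (14, highest other 12), 3-month F/M (25, highest other 20) and 3-month Cb (27, highest other 21).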

How the results depend on the processing

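The alternatives of the age difference, the summed 3-month controls and the fits without genes of 1 region were chosen after seeing the data. With no low-count filter, the DEGs were 16 and 82 in 1-month F/M and Cb, 222 in 2-month F/M and 189 and 296 in 3-month F/M and Cb, the region difference 28, 782 and 75 genes at 1, 2 and 3 months, and the age difference 295 genes in F/M and 468 in Cb. DESeq2 called 4 and 5 genes in 1-month F/M and Cb. At an adjusted p under 0.05 the counts were 1 in 1-month Cb and 64 in 2-month F/M, and with no fold minimum 546 and 530 in 2-month F/M and Cb. Genes called by edgeR, DESeq2 and limma together were 71 in 2-month F/M. With only the 6 libraries of the region, the counts were 38 in 2-month F/M, 309 in 3-month F/M and 46 in 3-month Cb. With the animal as a block, the region difference was 5 genes at 1 month and 0 at 3 months. With 3-month controls 1 and 2 summed as 1, 3-month F/M had 32 DEGs, Cb 83 and the region difference 0 genes. Without genes 2-fold higher in F/M than in Cb in the other controls, 2-month Cb had 73 DEGs, and without genes that differ between the regions either way the 2-month region difference was 123 genes. Of 250 tests of lists, 113 were past the threshold in the main analysis, 23 with an estimated correlation and 40 by fry. In a window of 10 Mb around Tpp1, 8 DEGs of 2-month Cb, 4 of them Trim genes, had an adjusted p of 0.0367, where 20 Mb gave 0.0917 and no fold minimum 0.353. The cause of these changes was not tested.

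Without 1 library, the DEGs were 1 to 2 in 1-month F/M, 1 to 272 in 1-month Cb (272 without Tpp1−/− replicate 3), 20 to 352 in 2-month F/M (20 without Tpp1−/− replicate 1, 352 without control replicate 1) and 34 to 66 in 3-month F/M (34 without control replicate 2). The region difference was 276 (without control replicate 3) to 876 (without control replicate 1) genes at 2 months and 0 to 1 at 3 months. The age difference in F/M was 25 (without 2-month Tpp1−/− replicate 3) to 217 (without 3-month Tpp1−/− replicate 1) genes. With a replicate block, the 6 counts of DEGs were 2, 2, 124, 306, 64 and 123 and 115 lists were past the threshold, so the replicate block changed none of these calls by more than 1.5 times. Of 192 alternative values of main results, 124 stayed, 45 were weaker and 23 stronger. These values are counts, for which no reversal was defined, so they do not assess a change of direction. For named genes, 25709 of 26630 values stayed, 631 were weaker, 290 stronger and 0 reversed. For lists, 2153 of 2500 stayed, 277 were weaker, 70 stronger and 0 reversed. A gene called in neither fit counts as stayed, and so does a list past the threshold in neither. These shares thus do not measure how stable the calls are. Of the called genes taken by the rule, 4 of 10 higher and 3 of 10 lower ones of 2-month F/M kept their call without any 1 library. In 2-month Cb, 10 of 10 lower ones did. Sex as labelled was not run as a covariate at 2 months, where all mice are male.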

Differences from the paper's values

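No test or setting named in this part was chosen after the values were seen. At an unadjusted p under 0.1 in 1-month F/M, the paper gives 126 DEGs (42 higher, 84 lower) and 312 (100 higher, 212 lower) were found here. Of the alternatives set before the data were examined, the total came within 1.5 times the paper's with the stricter filter (150) and with genes called by the 3 tools together (185), the higher genes under the same settings (41 and 55), and the lower genes with the stricter filter alone (109). Other scalings, no filter, the replicate block, labelled sex, DESeq2, limma-voom, the 6 libraries of the region and each fit without 1 library did not.

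In 1-month Cb, the paper gives 255 DEGs (190 higher, 65 lower) and 570 (357 higher, 213 lower) were found. The total came within 1.5 times the paper's with the stricter filter (318), the 3 tools together (349) and the 6 libraries of the region (349), and the higher genes with these (216, 217 and 217) and DESeq2 (273). No alternative brought the lower genes there, the stricter filter coming nearest (102), and the other alternatives did not for the total or the higher genes.

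Lower DEGs in 2-month F/M are 25 in the paper and 15 here. Within 1.5 times the paper's were no filter (32), the stricter filter (17), the replicate block (17), limma-voom (17) and the fits without Tpp1−/− replicate 2 (26) and without control replicate 2 (17). The 3 tools together (5), DESeq2 (9), the 6 libraries of the region (10) and the other alternatives were not.

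The paper states that no transcript of an in vitro substrate of TPP1 changed, and Tac1 had a log2 fold change of -2.86 in 2-month Cb (adjusted p = 1.3e-05), where the paper's own pathway tables list it among the DEGs, while of the other tested substrate genes only Cck was called there in any alternative, with no fold minimum and without Tpp1−/− replicate 3 (log2 fold change -0.61 and adjusted p = 0.00912 in the latter, 6.2e-05 to 0.412 over all alternatives). It names Ccl4 and Ccl9 with Ccl3 as higher at 3 months. Ccl3 was called in both regions, and Ccl4 and Ccl9 had adjusted p of 0.336 and 0.469 in F/M and 0.170 and 0.207 in Cb. Ccl4 was called in Cb with limma-voom and without control replicate 1 (adjusted p = 0.0371, 0.00275 to 0.50 over all alternatives). Ccl9 was called in Cb with DESeq2 and without Tpp1−/− replicate 2 or control replicate 2 (adjusted p = 0.0648 and 0.0314, 1.6e-05 to 1 over all alternatives), and in F/M with only the 6 libraries of the region. With no low-count filter both were called in both regions.

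For complement, the paper names C1qa, C1qb, C1qc and C3 as higher from 3 months on and gives no region. Of these, its pathway tables list only C1qb for the complement system in 3-month F/M. At 3 months C1qa, C1qb, C1qc and C3 were called in Cb and had adjusted p of 0.152, 0.107, 0.317 and 0.434 in F/M, while C3ar1 was called in both. With only the 6 libraries of the region these 4 were called in F/M, C1qa, C1qb and C1qc with no low-count filter, C1qa and C1qb with the replicate block and with DESeq2, and C1qb with DESeq2 size factors. From a gene set enrichment analysis, the paper names cathepsin D as higher at 3 and 4 months in both regions. Ctsd was called in 3-month Cb and had an adjusted p of 0.210 in F/M. There it was called with no low-count filter, with DESeq2 and with only the 6 libraries of the region. Egr4 is named as affected in F/M as disease progresses, with no age given. It had an adjusted p of 0.136 there at 3 months, called with no low-count filter, the replicate block, DESeq2, limma-voom and only the 6 libraries of the region.

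The list of 19 genes that the paper names as higher at 2 months holds its choroid plexus genes and the cilia gene Drc7. Of these 19, 12 were called in F/M and 13, Drc7 among them, in Cb. In F/M 2 were called without Tpp1−/− replicate 1, 3 without control replicate 3 and 5 without Tpp1−/− replicate 3, and in Cb 7 without control replicate 2. The paper reports higher Ttr in 2-month F/M by quantitative PCR on independent RNA extractions, which was not analysed here. In the counts, Ttr had adjusted p of 0.198 in F/M and 0.229 in Cb, called in F/M without control replicate 2 and in Cb with no low-count filter and with only the 6 libraries of the region. Folr1 had 0.395 and 0.448, called in F/M without control replicate 2. Pon3 had 0.147 and 0.177, called in both with no low-count filter and in Cb with only the 6 libraries of the region. Of the cilia genes named for F/M, Dnah11 and Spef2 had adjusted p of 0.106 and 0.107. Both were called with no low-count filter and with DESeq2, Dnah11 also with upper-quartile scaling, the replicate block and without control replicate 1, and Spef2 also without control replicate 2.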

Other observations

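Apart from the test of DEGs near Tpp1 with the Trim genes counted, the tests of explanations in this part were chosen after the results were seen. Genes named by fold were taken by the rule for named genes.

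In 3-month Cb, Blnk, the B-cell linker protein that microglia also express, rose from 0.338 ± 0.190 to 1.96 ± 0.857 CPM (SD, n = 3 each), with a log2 fold change of 2.53 (standard error 0.39, adjusted p = 0.00559). Lamp5, a lysosome-associated membrane protein of interneurons, fell with a log2 fold change of -1.96 (standard error 0.34, adjusted p = 0.0138), and Myo5b, an unconventional myosin of endosome recycling, fell with a log2 fold change of -1.24 (standard error 0.15, adjusted p = 8.0e-04). These 3 genes kept their call without any 1 library, and with only the 6 libraries of the region none was called (adjusted p of 2.5e-12 to 0.136, 4.4e-31 to 0.317 and 4.0e-08 to 0.141 over all alternatives). Their genotype effects were not shown to differ between the regions (adjusted p = 0.402, 0.489 and 0.176).

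In 2-month Cb, Vip, the vasoactive intestinal peptide of interneurons, fell with a log2 fold change of -4.24 (standard error 0.31, adjusted p = 6.6e-08), and Pou4f2, a transcription factor of retina and midbrain, fell with a log2 fold change of -3.89 (standard error 0.46, adjusted p = 2.5e-05). The genotype effects of both differed between the regions (adjusted p = 8.6e-07 and 4.3e-05), in libraries where markers of thalamus and midbrain were lower in 3 of 3 Tpp1−/− mice.

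The list of choroid plexus genes named in the paper, with Drc7, was higher at 2 months by 0.90 log2 units in F/M and 0.74 in Cb. Brainstem tissue that brings choroid plexus into Cb is argued against by brainstem markers that differed by -1.47 log2 units there, while in F/M they differed by 0.93, so such tissue stays open for F/M. A different amount of choroid plexus per sample stays open. The same list ranged over up to 1.14 log2 units among 3 mice of 1 genotype at other ages, where 2 of 8 such groups exceeded 0.74, but over 0.16 in control and 0.09 in Tpp1−/− mice in 2-month Cb. The paper states that in situ hybridization gave more Kl and Lbp signal in the epithelium itself. By quantitative PCR it reports higher Aqp1, Clic6, Kl, Prlr and Ttr in F/M. Neither was analysed here. A response of the choroid plexus to the loss of TPP1 at 2 months was not tested apart from this and stays open.

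At the locus of Tpp1, Trim12a was nearly absent in 1- and 2-month Tpp1−/− mice and present at 3 months, with log2 differences of 8.86 (standard error 0.85, adjusted p = 1.3e-05) in F/M and 7.17 (standard error 0.63, adjusted p = 2.8e-07) in Cb between the effects at 3 and 2 months. An effect of TPP1 loss at every age is argued against by the 3-month mice, where its lower log2 fold change was 0.33. DNA of another strain around the Tpp1 allele of the younger mice stays open. The test set in advance counted the Trim genes, which had prompted it. It gave 8 DEGs of 2-month F/M within 20 Mb of Tpp1 (odds ratio 3.86, Fisher's exact test, adjusted p = 0.0105). The adjusted p was 0.0357 in each region at 1 month, from Trim12a alone, 0.0917 in 2-month Cb and 0.485 in 3-month F/M. In 3-month Cb the odds ratio was 0.771. Without the Trim genes, 4 DEGs of 2-month F/M lay within 20 Mb of Tpp1 (odds ratio 1.97, adjusted p = 0.933) and 7 of 2-month Cb (odds ratio 1.19, adjusted p = 1), too few to decide. The smaller loss of Tpp1 at 3 months lies within 0.927 standard errors of the value expected for controls that carry 1 intact allele, but all 3-month controls are labelled wild type, so this stays open too. Age, annotation, counting and, by Xist and Y-linked counts, sex differ together here, so a biological change with age stays open.

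Control replicates 1 and 2 of 3 months were closer than any other pair of a group, with 1.43 times the counting variance in F/M and 2.18 in Cb, against 2.48 to 76.7 (median 6.45) for the other pairs. Over 18 pairs of same-numbered F/M and Cb libraries, residual correlations were -0.0350 to 0.170, above 0.1 in 4, among them the 3 pairs of 1-month controls. The same-numbered library was the best match in 12. Same-numbered control and Tpp1−/− libraries of a region are different mice. Over 18 such pairs the correlations were -0.0618 to 0.183, above 0.1 in 5, with 12 best matches. The match of numbers thus cannot show a shared mouse, and the use of 1 mouse for both regions stays open.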
